# Maternal cold exposure induces distinct transcriptome changes in the placenta and fetal brown adipose tissue in mice

**DOI:** 10.1186/s12864-021-07825-6

**Published:** 2021-07-03

**Authors:** Sujoy Ghosh, Chul-Hong Park, Jisu Lee, Nathan Lee, Rui Zhang, Clara Huesing, Dorien Reijnders, Jennifer Sones, Heike Münzberg, Leanne Redman, Ji Suk Chang

**Keywords:** Brown adipose tissue thermogenesis, Fetal brown adipogenesis, Placenta, RNA-sequencing, Gene expression, Maternal-fetal crosstalk

## Abstract

**Background:**

Brown adipose tissue (BAT) is specialized to dissipate energy in the form of heat. BAT-mediated heat production in rodents and humans is critical for effective temperature adaptation of newborns to the extrauterine environment immediately after birth. However, very little is known about whether and how fetal BAT development is modulated in-utero in response to changes in maternal thermal environment during pregnancy. Using BL6 mice, we evaluated the impact of different maternal environmental temperatures (28 °C and 18 °C) on the transcriptome of the placenta and fetal BAT to test if maternal cold exposure influences fetal BAT development via placental remodeling.

**Results:**

Maternal weight gain during pregnancy, the average number of fetuses per pregnancy, and placental weight did not differ between the groups at 28 °C and 18 °C. However, the average fetal weight at E18.5 was 6% lower in the 18 °C-group compared to the 28 °C-group. In fetal BATs, cold exposure during pregnancy induced increased expression of genes involved in de novo lipogenesis and lipid metabolism while decreasing the expression of genes associated with muscle cell differentiation, thus suggesting that maternal cold exposure may promote fetal brown adipogenesis by suppressing the myogenic lineage in bidirectional progenitors. In placental tissues, maternal cold exposure was associated with upregulation of genes involved in complement activation and downregulation of genes related to muscle contraction and actin-myosin filament sliding. These changes may coordinate placental adaptation to maternal cold exposure, potentially by protecting against cold stress-induced inflammatory damage and modulating the vascular and extravascular contractile system in the placenta.

**Conclusions:**

These findings provide evidence that environmental cold temperature sensed by the mother can modulate the transcriptome of placental and fetal BAT tissues. The ramifications of the observed gene expression changes warrant future investigation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07825-6.

## Background

While white adipose tissue (WAT) stores energy as fat, brown adipose tissue (BAT) is specialized for dissipating energy as heat. BAT thermogenesis is achieved by mitochondrial uncoupling protein 1 (UCP1) that dissipates the proton gradient generated by the electron transport chain in the form of heat [1, 2]. In rodents and small mammals, including infant humans, BAT-mediated heat production enables newborns to adapt to the extrauterine environment after birth. Recent studies in rodents and humans further indicate that BAT also plays a critical role in regulating metabolic health later in life.

Lineage-tracing studies have revealed that progenitors in the central dermomyotome [3] and Pax7-negative progenitors in the epaxial dermomyotome [4] give rise to the brown adipocytes in the interscapular BAT during early stages of embryogenesis. BAT is first detectable at embryonic day 15.5 and then increases in size until birth [5, 6]. During this stage of development, BAT is derived from rapidly proliferating progenitors that express myogenic markers such as Myf5, MyoD, and Myogenin [7, 8]. After E16.5, myogenic gene expression declines as the progenitors differentiate into mature brown adipocytes. Transcriptional factor PRDM16 is a key regulator that promotes the brown adipocyte lineage from a bidirectional progenitor [9–11].

In rodents, maternal body temperature is maintained constant by BAT thermogenesis that is tightly controlled via the sympathetic nervous system in response to changes in environmental temperature. The decreased demand for thermogenesis at warm environments results in the entry of BAT into an inactive or dormant state [2], whereas the increased need for thermogenesis at cold environments enhances the thermogenic capacity of BAT. Fetal thermoregulation in the uterus is maternally dependent [12]. The maternal body provides heat to the fetus via the placenta and the umbilical circulation. However, immediately after birth, the neonate must rapidly increase BAT-mediated heat production, which is coupled to lipolysis and fatty acid oxidation in BAT [2], to adapt to the extrauterine environment that is often colder than the intrauterine environment. However, whether maternal thermal environments influence fetal BAT development is largely unknown. Here we hypothesized that maternal adaption to environmental temperature also influences fetal BAT development for ensuring offspring better prepared to the environment experienced by the mother. The placenta is the functional interface between the mother and the fetus and plays a key role in fetal development. Thus, we further hypothesized that maternal thermal environments could influence fetal BAT development via placental remodeling.

To test our hypotheses, we housed pregnant female mice to near thermoneutral (28 °C) or mild cold (18 °C) temperature during pregnancy and evaluated the impact of different maternal environmental temperatures on the transcriptome of the placenta and fetal BAT. Our results provide insights into the molecular mechanisms by which maternal thermal environments influence placental function and fetal BAT development.

## Results

### Effects of maternal cold exposure on placental and fetal weight

In mice, the thermoneutral zone lies at approximately 30 °C at which BAT thermogenesis is lowest, whereas the mice housed at room temperature (22–23 °C) experience mild cold stress and must increase their metabolism and BAT thermogenesis to defend their body temperature [13, 14]. To evaluate the effects of maternal thermal environments on the placenta and fetal BAT development, female mice were acclimated for 1 week at near thermoneutrality (28 °C) or 18 °C prior to mating with male mice, and pregnant females were maintained at their respective temperature until embryonic day 18.5 (Fig. 1A). Pregnant dams housed at 28 °C or 18 °C exhibited no difference in weight gain throughout the pregnancy (Fig. 1C). Maternal cold exposure significantly elevated BAT thermogenesis in 18 °C-exposed dams compared to 28 °C-exposed dams, as evidenced by upregulation of key genes involved in thermogenesis, fatty acid transport, and lipogenesis (Fig. 1B). Maternal cold exposure did not alter placental weight (Fig. 1D) and the average number of fetuses per pregnancy (Fig. 1E); however, the average fetal weight at embryonic day18.5 was 6% lower in the 18 °C-group compared to the 28 °C-group (Fig. 1F).

**Fig. 1:**
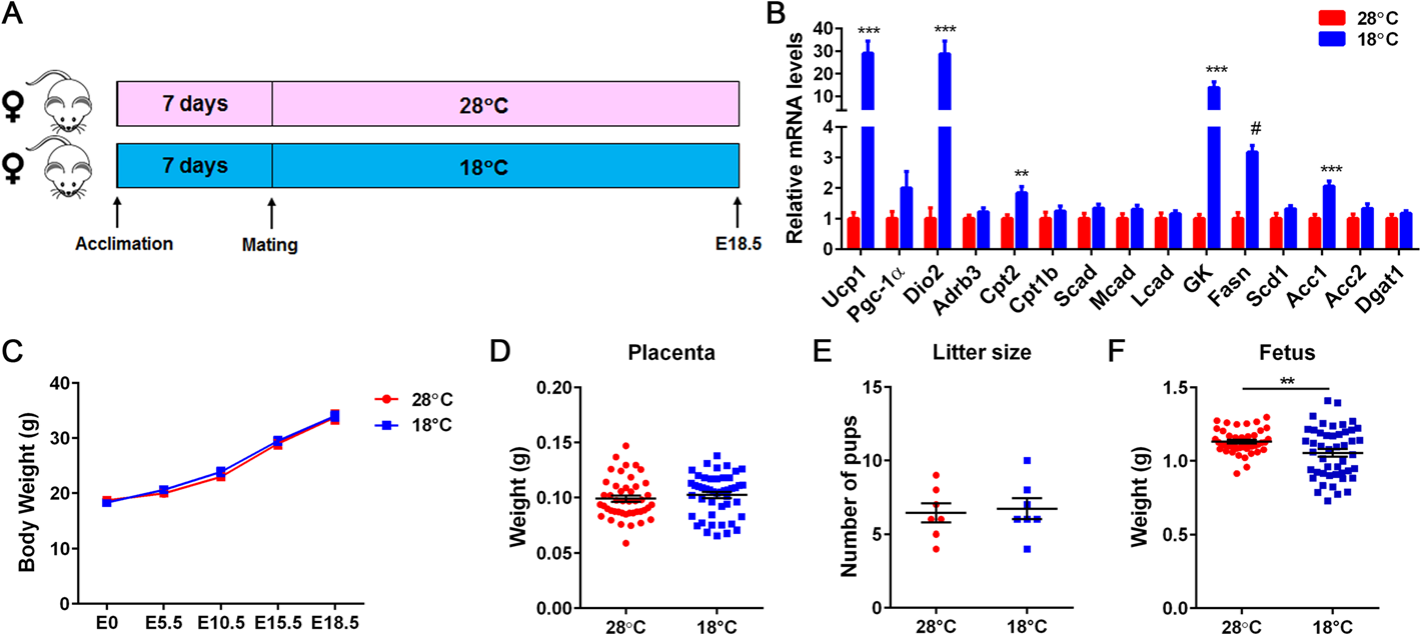
Effects of maternal cold exposure on placental and fetal weight. (**A**) Scheme for maternal exposure to two different environmental temperatures. Female C57BL/6 J mice were acclimated at 28 °C (*n* = 7) or 18 °C (*n* = 7) for 1 week and mated with males. Pregnant females were maintained at respective temperature until embryonic day 18.5. Animal images are taken from freely available online pictures in the public domain. (**B**) Gene expression analysis of BAT samples from dams exposed at 28 °C (*n* = 7) or 18 °C (*n* = 7). (**C**) Body weight of pregnant dams during pregnancy (*n* = 7 per group). (**D**) Weight of placentas (7 litters per group). (**E**) Litter size per pregnancy. (**F**) Weight of fetuses (7 litters per group). All data are presented as the mean ± SEM. **P < 0.01, ***P < 0.001, ^#^*P* < 0.0001 determined by Student’s *t* test

### Sequencing profile of fetal BAT and placental transcriptome

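RNA was profiled in placenta and fetal brown adipose tissue (BAT) at embryonic day 18.5, with 6 libraries per tissue and temperature (28 °C or 18 °C). Each fetal BAT library held the pooled BAT of 3 fetuses by the paper's methods and of 2 to 3 fetuses by the sample records. QuantSeq libraries sequence the ends of polyadenylated transcripts, so a count stands for reads at the end of a gene's mRNA. The authors mapped the reads to GRCm38 and counted them per Ensembl gene. The counts cover 18205 genes, none with fewer than 72 reads over the 24 libraries, so genes below that level are not measured. Total counts ranged from 15315384 to 30056304 per library, and the 10 most abundant genes took 10.4% to 16.5% of them. Counts were compared between the temperatures within each tissue by edgeR's quasi-likelihood test after TMM normalization, for genes whose CPM (counts scaled to library size) summed to at least 5 over the libraries of that tissue. Log2 fold changes are 18 °C minus 28 °C, and each adjusted p of a gene is corrected over all genes tested. Gene groups were tested from 47 lists of pathway and cell type genes and of genes in the paper's figures. They were written before the counts were examined but after the paper's tables had been seen, because the KEGG lists are not part of the files, so lists that hold genes the study picked on these libraries are named as not independent evidence. Limma's camera test compared each list with all other genes measured, at a preset correlation of 0.01 between genes and with the adjusted p taken over the lists of the tissue. Since genes of a list can move together from library to library, the adjusted p with a correlation estimated from the libraries is given beside it. The sample records name no batch.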

To assess the effects of two different maternal thermal environments on the transcriptome of placental and fetal BAT tissues, placental (6 biological replicates per temperature) and fetal BAT tissues (6 pooled biological replicates per temperature) were collected at E18.5 from dams exposed to 28 °C or 18 °C for the transcriptome profiling of all mRNAs via high-throughput sequencing. Sequence reads were aligned to the GRCm38 mouse reference genome. 

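Both tissues expressed their own markers at high levels. Ucp1, the uncoupling protein of brown adipocytes, had 2181 ± 436.5 CPM (SD, n = 5) in 28 °C fetal BAT and 7.99 ± 7.27 CPM (SD, n = 6) in 28 °C placenta, with all libraries scaled together. With a CPM sum of at least 5, 14452 genes were detected in the 11 fetal BAT libraries kept for testing and 15538 in the 12 placental libraries. Of these, 12764 and 13813 code for proteins, and 13441 genes were detected in both tissues.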

In total, 13,068 and 13,615 mRNAs were obtained from fetal BAT and placental tissues, respectively. To analyze the distribution of gene expression, principal components analysis (PCA) was performed on the gene expression datasets of placental and fetal BAT tissues. The PCA plot resolved only into two groups primarily by the tissue of origin (Fig. 2A). 

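Tissue separated the 24 libraries along the first component, which held 87.1% of the variance after a variance-stabilizing transformation. Fetal BAT libraries scored between 109 and 139 on it and placental libraries between −132 and −125. The second component held 2.42% of the variance and set apart 1 library, 28 °C fetal BAT replicate 1, at a score of 88.3, while the other fetal BAT libraries lay between −28.7 and 16.7. Temperature separated neither tissue on the first 8 components. The smallest adjusted p of the 16 exact permutation tests was 0.208, for the fifth component in placenta.

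**Figure D1:**
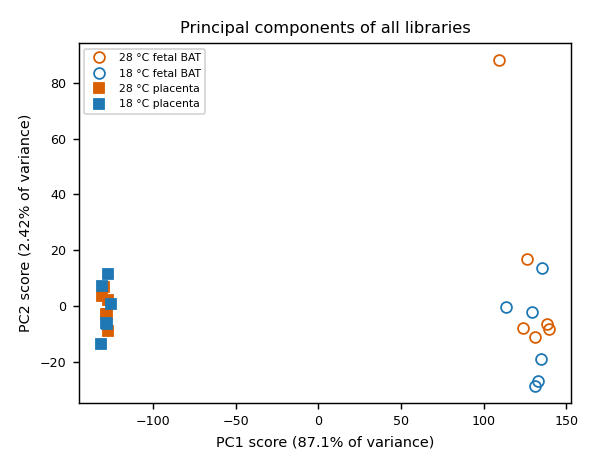
Scores of the 24 libraries on the first component (PC1, horizontal axis, no unit) and the second component (PC2, vertical axis, no unit), with the share of variance in the axis labels. Circles are fetal BAT, squares are placenta, orange is 28 °C and blue is 18 °C. The circle at a PC2 score of 88.3 is 28 °C fetal BAT replicate 1.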

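In 28 °C fetal BAT replicate 1, skeletal muscle and skin genes stood far above the other 28 °C fetal BAT libraries and brown fat genes stood below them. Its mean log2 CPM was 5.26 for immature skeletal muscle genes, against 2.75 ± 0.67 (SD, n = 5) in the other libraries, and 7.93 against 5.67 ± 0.40 for genes of mature fast muscle fibers. Keratinocyte genes, which mark the epidermis, were at 2.67 against −0.68 ± 0.53. Genes of brown adipocyte identity were at 5.68 against 6.08 ± 0.08, and genes of fatty acid and triglyceride synthesis lay −0.56 from the mean of the others.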

One sample (fetal BAT_28°C.1) behaved as an outlier and was excluded from further analysis. 

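No single gene passed an adjusted p of 0.05 between the temperatures in either tissue by edgeR's quasi-likelihood test. In fetal BAT the gene with the smallest p was Tmem47, which encodes a membrane protein of cell junctions and lies on chromosome X of GRCm38 from 81070698 to 81097872. Its level was 13.1 ± 0.547 CPM (SD, n = 5) at 28 °C and 9.22 ± 0.909 CPM (SD, n = 6) at 18 °C, below every 28 °C library in 6 of 6 libraries, a log2 fold change of −0.51 (standard error 0.11, adjusted p = 0.921 from edgeR). In placenta it was Fbxo44, which encodes a substrate-binding subunit of ubiquitin ligases and lies on chromosome 4 from 148152800 to 148160482. Its level was 1.82 ± 0.213 CPM (SD, n = 6) at 28 °C and 0.901 ± 0.174 CPM (SD, n = 6) at 18 °C, again below every 28 °C library in 6 of 6 libraries, a log2 fold change of −1.01 (standard error 0.18, adjusted p = 0.378 from edgeR). At an adjusted p under 0.05 the test called 0 of 14452 genes in fetal BAT and 0 of 15538 genes in placenta. At an unadjusted p under 0.05 there were 370 higher and 349 lower genes in fetal BAT, where chance gives 722.6 on average. Placenta had 662 higher and 574 lower genes, where chance gives 776.9 on average. This number varied widely when the libraries were split at random. Of 100 splits, the real one included, 33 gave at least as many genes in fetal BAT and 9 in placenta. The highest other split gave 2874 and 1826 genes, so chance is not excluded for either count. DESeq2 called 0 genes in fetal BAT and 13 in placenta, 3 higher (Ltbr, Pkp3 and Prap1) and 10 lower. EdgeR's likelihood ratio test called 0 and 2 genes with a dispersion per gene (Fbxo44, adjusted p = 0.0157, and Tm2d1, adjusted p = 0.0230). With 1 common dispersion for all genes it called 77 genes in fetal BAT, 56 of them higher, and 171 in placenta, 127 of them higher. The dispersion per gene ranged from 0.0119 to 2.27 around a common value of 0.0454 in fetal BAT and from 0.00563 to 2.70 around 0.0323 in placenta. On simulated counts with the same numbers of libraries, the quasi-likelihood test found 68% and 73% of genes set to a log2 fold change of 1 and called 5 and 6 unchanged genes, and the common dispersion called 114 and 195 unchanged genes.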

Differential gene expression analysis between the 18 °C and 28 °C samples identified 67 genes in fetal BAT and 95 genes in placenta at FDR < 0.05, respectively (Supplementary Table 1). The expression profiles of the top 50 genes (sorted by FDR) for fetal BAT and placenta was visualized through clustered heatmaps (Fig. 2B).

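Among the 10 genes with the smallest p in each direction, none of which passed the adjusted threshold, fetal BAT had higher levels at 18 °C of Tubb4b, a beta-tubulin, with a log2 fold change of 0.78 (standard error 0.20), and of Pfkfb3, an activator of glycolysis, with 0.48 (standard error 0.13). Pfkfb3 was at 53.7 ± 9.32 CPM (SD, n = 5) at 28 °C and 74.6 ± 9.46 CPM (SD, n = 6) at 18 °C. Mylk3, a myosin light chain kinase, had −0.98 (standard error 0.24), and the mast cell genes Tpsb2 (tryptase) and Hdc (histamine synthesis) had −0.56 (standard error 0.14) and −0.50 (standard error 0.14). In placenta, Ltbr, the lymphotoxin beta receptor, had 0.31 (standard error 0.06) and was at 185 ± 8.92 CPM (SD, n = 6) at 28 °C and 229.6 ± 18.4 CPM (SD, n = 6) at 18 °C, higher in 6 of 6 libraries than in every 28 °C library. Ptprc, the leukocyte marker CD45, had 0.76 (standard error 0.18). Maf1, a repressor of RNA polymerase III, had −0.31 (standard error 0.06), and Eed, a subunit of the Polycomb repressive complex, had −0.29 (standard error 0.07). The adjusted p of these placental genes from edgeR lay between 0.520 and 0.557.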

**Fig. 2:**
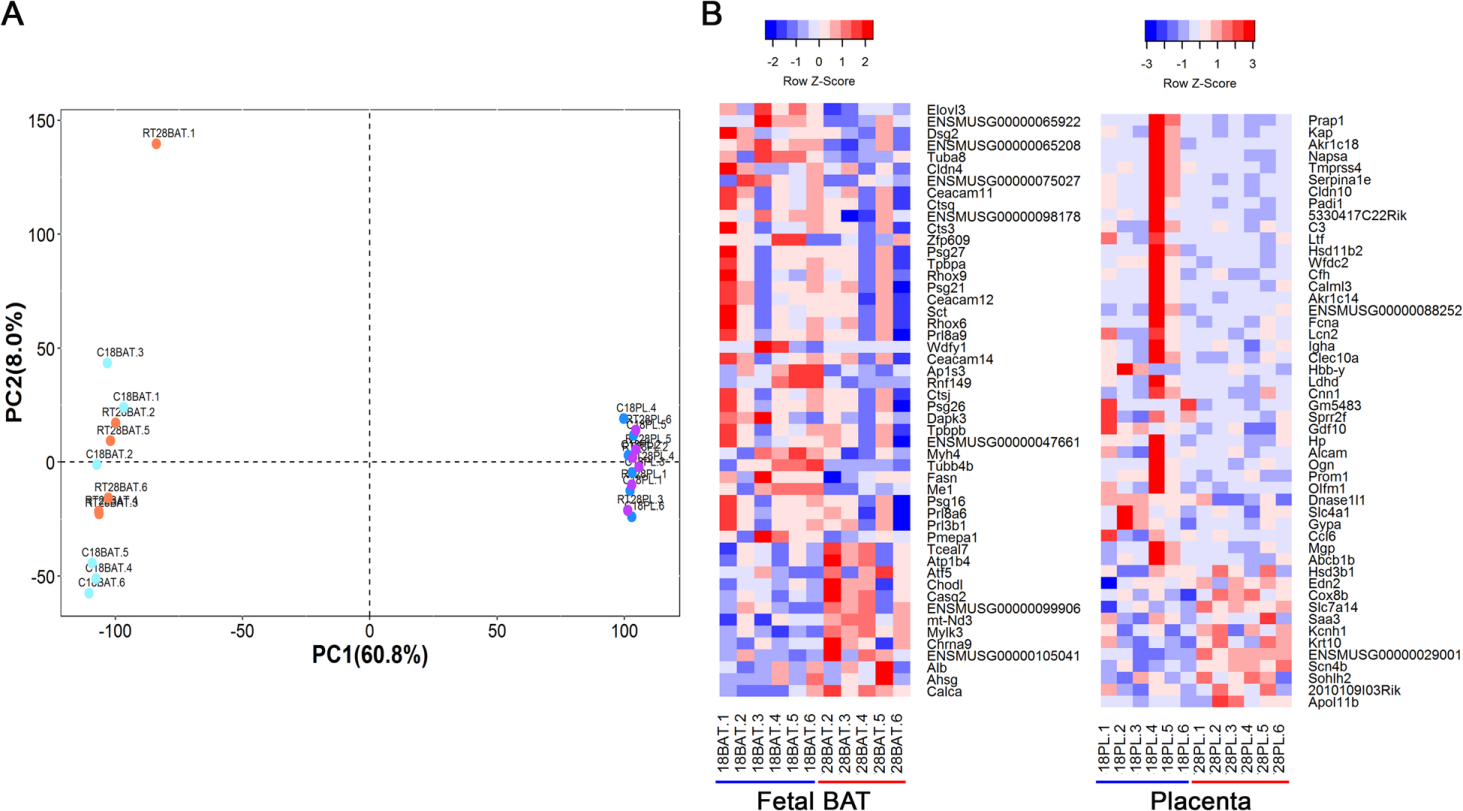
Transcriptome analysis of placental and fetal BAT tissues. (**A**) Principal components analysis (PCA) of gene expression data. 28 °C-fetal BAT (orange), 18 °C-fetal BAT (cyan), 28 °C-placenta (purple), and 18 °C-placenta (blue). (**B**) Heat maps of fetal BAT and placental transcriptome that is differentially regulated by maternal thermal environments. The expression profiles of the top 50 genes are sorted by FDR, using a cut-off FDR < 0.05. Upregulated genes are shown in red and downregulated genes are shown in blue, with gradient colors representing the level of expression (deeper shades for higher degree of differential expression)

### Differential gene expression analysis of fetal BAT

In order to identify metabolic pathways that may be differentially affected by maternal cold in fetal BAT samples, we conducted gene-set enrichment analysis (GSEA) of the gene expression data. 

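In 18 °C fetal BAT, camera at its preset correlation called genes of lipid synthesis higher as groups and genes of immature muscle lower. Each list was compared with all other genes measured. Of 43 lists tested with camera, 9 were called higher and 8 lower at the preset correlation, and none with an estimated correlation (smallest adjusted p = 0.317). Of 100 splits of the libraries, the real one included, 18 called at least 17 lists, so chance is not excluded for this number. The highest median belonged to trophoblast genes, which mark placenta: it was 0.77, with 44 of 44 genes above 0 (adjusted p = 2.10e-10 with the preset correlation, adjusted p = 0.551 with an estimated correlation). Among them, Prl7a1 and Prl7d1, hormones of the prolactin family made in the placenta, had log2 fold changes of 2.07 (standard error 0.84) and 0.86 (standard error 0.54). The trophoblast median was 0.15 without 18 °C replicate 1, 0.51 without 28 °C replicate 4 and 0.48 without 28 °C replicate 6. Cytokines and their receptors had a median of −0.10 over 80 genes (adjusted p = 0.0353, adjusted p = 0.474 with an estimated correlation), among them Kitl, the ligand of the Kit receptor, with −0.31 (standard error 0.11). This call was lost without 18 °C replicate 2 (adjusted p = 0.131) or replicate 3 (adjusted p = 0.0540). An exact permutation test of list means, chosen after the data were seen, called 0 lists, with a smallest adjusted p of 0.419.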

A total of 6 KEGG pathways were upregulated and 15 pathways downregulated in 18 °C fetal BAT samples at a pathway enrichment FDR < 0.1 (Supplementary Table 2). 

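Cholesterol synthesis, the pathway that SREBP2 controls, was higher in 18 °C fetal BAT: 24 of 24 genes lay above 0, with a median log2 fold change of 0.29 (adjusted p = 2.47e-09 from camera, adjusted p = 0.317 with an estimated correlation). Sqle, which carries out the first oxygenation step, had 0.34 (standard error 0.12), Fdft1, which makes squalene, had 0.31 (standard error 0.11), and Ebp, a sterol isomerase, had 0.48 (standard error 0.17). The mRNAs of the regulators themselves, Srebf1 and Srebf2, had −0.17 (standard error 0.16) and 0.04 (standard error 0.24). Subunits of oxidative phosphorylation showed a small shift, a median of 0.06 with 60 of 84 genes above 0 (adjusted p = 0.0372, adjusted p = 0.775 with an estimated correlation), led by the complex I subunits Ndufb7 with 0.25 (standard error 0.10) and Ndufb10 with 0.22 (standard error 0.10). No member of these lists passed over all genes tested, and 0 passed when adjusted over the list alone. With the share of reads of a gene that overlaps ribosomal RNA as a covariate, chosen after the data were seen, the cholesterol median was 0.18 (adjusted p = 0.00341). The call on oxidative phosphorylation was lost without 28 °C replicate 2 (adjusted p = 0.291), 5 (adjusted p = 0.121) or 6 (adjusted p = 0.118) and without 18 °C replicate 4 (adjusted p = 0.305), 5 (adjusted p = 0.381) or 6 (adjusted p = 0.393). Its median was 0.03 without 28 °C replicate 2 or 5 or 18 °C replicate 5, 0.02 without 18 °C replicate 4 and 0.01 without 18 °C replicate 6, and it was 0.09 without 28 °C replicate 3 and 0.11 without 18 °C replicate 2.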

Top 5 upregulated and top 5 downregulated pathways for fetal BAT samples are listed in Fig. 3A and represent diverse biological functions includi*ng lipid metabolism (SREBP1/SREBP2 pathways), oxidative phosphorylation, proteasome, ERBB signaling, and focal adhesion,* etc. We further examined the expression patterns of the gene-members in 4 of the cold-upregulated pathways via MA plots as shown in Fig. 3B. Genes contributing to core enrichment of each pathway (ascertained through GSEA, shown in blue in the plots) were predominantly found to be upregulated at 18 °C compared to 28 °C (y-axis value > 0) compared to non-contributing pathway genes (cyan) or non-pathway genes (tan), suggesting that coordinated small changes from several pathway genes are responsible for the observed significant enrichment of the pathways. Intriguingly, the metabolic pathways associated with upregulated genes in maternal cold-exposed fetal BAT are in line with previous findings. Cold has been shown to stimulate lipid metabolism, oxidative phosphorylation, and proteasome pathways in BAT [2, 15, 16]. SREBP1/2 are transcription factors that regulate lipid biosynthesis by controlling the expression of key enzymes required for cholesterol, fatty acid, and triacylglycerol synthesis [17] and are also involved in adipocyte differentiation [18, 19]. During fetal BAT development, myogenic gene expression declines as the progenitors differentiate into mature brown adipocytes [7, 8]. 

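Genes of ErbB signaling and of focal adhesion lay slightly lower in 18 °C fetal BAT, but neither group passed its test. Of 73 ErbB genes, 49 had a log2 fold change below 0, and the median was −0.04 (adjusted p = 0.0942 from camera). The adaptors Nck2 and Shc2, which link receptors to downstream kinases, had −0.39 (standard error 0.15) and −0.43 (standard error 0.17), and Pik3ca, the catalytic subunit of phosphoinositide 3-kinase, had −0.26 (standard error 0.12). Of 67 genes of focal adhesion and matrix, 38 lay below 0, with a median of −0.05 (adjusted p = 0.138). They include Igf1, a growth factor, with −0.27 (standard error 0.10), Pdgfra, a receptor of mesenchymal progenitors, with −0.35 (standard error 0.13), and Tnc, a matrix protein, with −0.34 (standard error 0.12). The ErbB list was called without 28 °C replicate 3 (adjusted p = 0.0427), and the focal adhesion list without 28 °C replicate 2 (adjusted p = 0.0214) or 18 °C replicate 3 (adjusted p = 0.0312). The highest adjusted p without 1 library was 0.217 for the ErbB list (without 28 °C replicate 5) and 0.558 for the focal adhesion list (without 18 °C replicate 6, median 0.01). No gene of either list passed over all genes tested or adjusted over the list alone.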

Among the pathways associated with downregulated genes, the ErbB signaling pathway has been implicated in myogenic differentiation [20, 21].

**Fig. 3:**
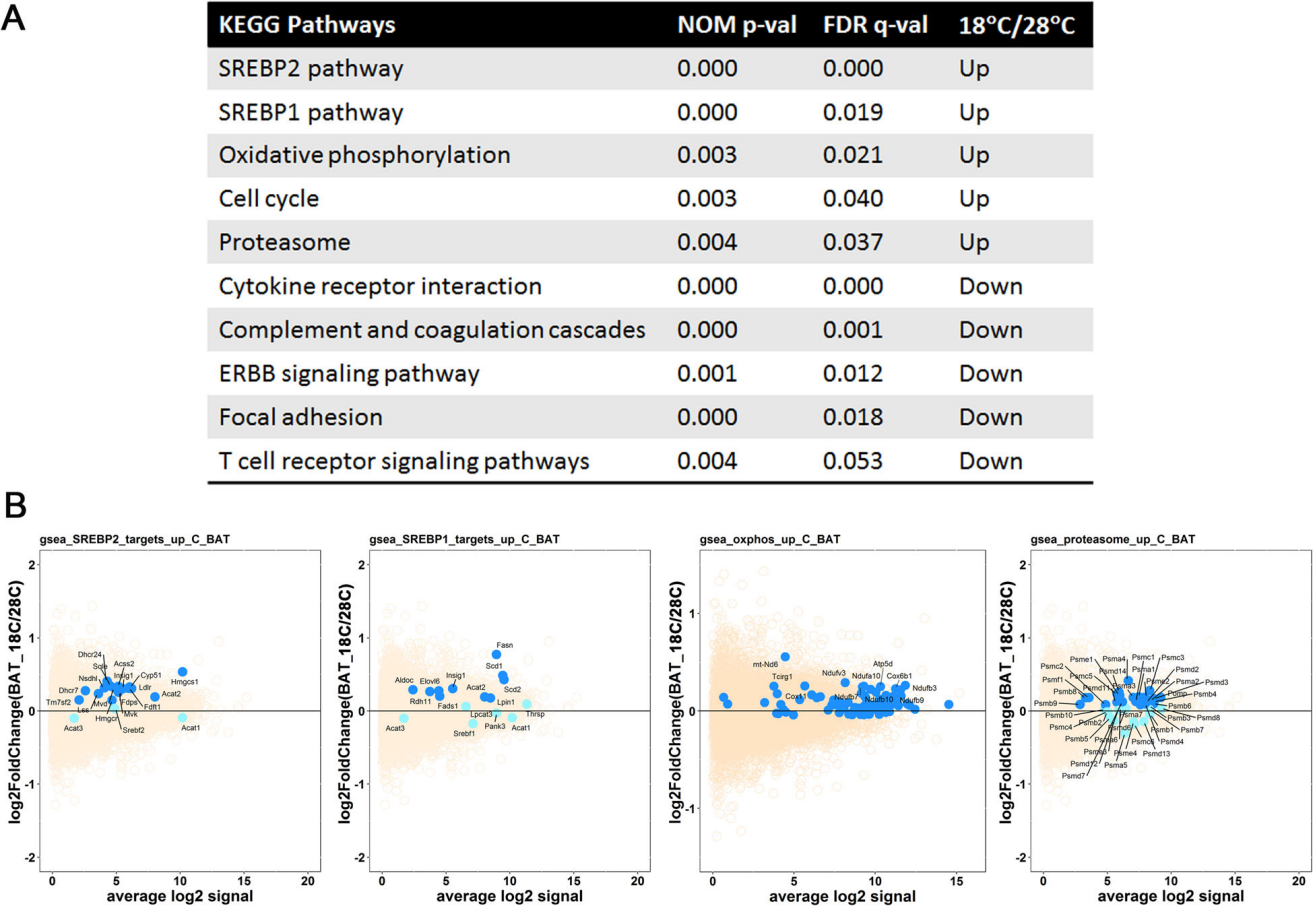
Effect of maternal cold exposure on fetal BAT gene expression. (**A**) Gene set enrichment analysis (GSEA) showing the pathways enriched in upregulated and downregulated genes in fetal BAT in a cold-dependent manner. (**B**) Mean-average (MA) plot analysis. Pathway genes contributing to pathway enrichment are shown in blue, pathway genes not contributing to pathway enrichment are shown in cyan, and non-pathway genes are shown in tan

As a complementary approach to GSEA, we performed pathway over-representation analysis to examine the enrichment of pathways among 230 differentially expressed genes (nominal *p*-value ≤0.01 and absolute fold-change ≥1.5) in fetal BAT samples. 

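At a nominal p of at most 0.01 and a fold change of at least 1.5, 37 genes differed in fetal BAT, 20 higher and 17 lower at 18 °C, by edgeR's quasi-likelihood test. They include Ap1s3, a subunit of a clathrin adaptor, with a log2 fold change of 0.83 (standard error 0.24), Calca, the precursor of calcitonin gene-related peptide, with −1.29 (standard error 0.33), Wnt9a, a Wnt ligand, with −0.72 (standard error 0.19), and Mustn1, a muscle and skeletal protein, with −0.74 (standard error 0.18). Without 28 °C replicate 4 the count was 22, without 28 °C replicate 5 it was 121, and without 18 °C replicate 2 it was 90. With all 12 fetal BAT libraries it was 95, and DESeq2, the likelihood ratio test with a dispersion per gene and that with a common dispersion gave 59, 69 and 304.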

The Enrichr tool was used for this analysis, and identified 21 pathways as significantly cold-responsive in fetal BAT samples (Supplementary Tables 3 and 4). Top 6 significantly regulated pathways in fetal BAT samples are listed in Fig. 4A, along with their significance levels (negative logarithm of the p-value). Several pathways related to muscle function such as *myofibril assembly*, *muscle contraction*, and *skeletal muscle cell differentiation* as well as metabolic pathways such as *fatty acyl-CoA biosynthetic process* were among the significant pathways. 

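Fatty acid synthesis was over-represented among the 37 genes. Of its 26 measured genes, 3 were among the 20 higher genes (Fisher's exact test, adjusted p = 2.48e-04). So were 3 of the 9 fatty acid genes that the study itself lists (adjusted p = 1.63e-05 by the same test). The first list holds genes of the second, such as Elovl3 and Me1, which the study chose on these libraries. Neither result is therefore independent evidence. No muscle list was over-represented in either direction by the quasi-likelihood test. With the likelihood ratio test and a common dispersion, where 304 genes met the thresholds, immature skeletal muscle was over-represented among the lower genes, mature fast skeletal muscle among the higher genes, and skeletal muscle contraction and the study's MyoD1 targets and contraction genes in both directions. With all 12 fetal BAT libraries, where 95 genes met the thresholds, immature skeletal muscle and skeletal muscle contraction were over-represented among the lower genes as well, and keratinocyte genes with them.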

MA plots comparing pathway gene expression (blue) to non-pathway genes (light blue) were constructed for *muscle contraction*, *MyoD1 target,* and *fatty acyl-CoA biosynthetic process* pathways, as shown in Fig. 4B. 

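Immature skeletal muscle genes were lower in 18 °C fetal BAT, while genes of mature fast fibers were not. Of 22 immature muscle genes, 21 lay below 0, with a median log2 fold change of −0.59 (adjusted p = 3.01e-09 from camera, adjusted p = 0.474 with an estimated correlation). Myh8, the perinatal myosin heavy chain, lies on chromosome 11 of GRCm38 from 67277124 to 67308634. It was at 785 ± 273 CPM (SD, n = 5) at 28 °C and 498 ± 115 CPM (SD, n = 6) at 18 °C, a log2 fold change of −0.66 (standard error 0.23). Casq2, which binds calcium in the sarcoplasmic reticulum, had −0.81 (standard error 0.28), and Chrna1, a subunit of the fetal and adult acetylcholine receptor of muscle, had −0.74 (standard error 0.26). Myod1 itself, a master regulator of myogenesis, was at 1.86 ± 1.05 CPM (SD, n = 5) at 28 °C and 1.40 ± 0.666 CPM (SD, n = 6) at 18 °C, with −0.39 (standard error 0.39, adjusted p = 0.939 from edgeR). Of the 11 MyoD1 targets in the paper's figure, 9 lay below 0 and 2 above, with a median of −0.67 (adjusted p = 1.02e-04, adjusted p = 0.317 with an estimated correlation). Of the 10 muscle contraction genes in the paper's figure, 7 lay below 0 and 3 above, with a median of −0.60 (adjusted p = 0.0366, adjusted p = 0.551 with an estimated correlation). The 3 above are genes of mature fast fibers: Myh4, the fastest myosin heavy chain, had 0.78 (standard error 0.30), Mybpc2 had 0.66 (standard error 0.25) and Actn3 had 0.62 (standard error 0.29). Myh4 is not particular to fetal BAT. With all libraries scaled together it was at 188.3 ± 73.1 CPM (SD, n = 5) in 28 °C fetal BAT and 259.3 ± 42.2 CPM (SD, n = 6) in 28 °C placenta. The median ratio of placental to fetal BAT CPM was 0.339 for the mature fast list and 0.0609 for the immature list. Adjusted over the list alone, 6 genes of the contraction figure and 0 MyoD1 targets passed, and none passed over all genes tested. The study chose both sets on these libraries, so they are not independent evidence. The paper's tables, seen before the lists were written, hold mature fast fiber genes as higher and immature muscle genes as lower. The immature and mature lists, and the difference between them, are therefore not independent evidence either.
The wider list of skeletal muscle contraction, 64 genes, had a median of −0.28 with 46 genes below 0 (adjusted p = 7.83e-04, adjusted p = 0.703 with an estimated correlation). That of mature fast fibers, 21 genes, had a median of −0.03, a mean of 0.10 and a test direction of higher (adjusted p = 0.241), and it was called higher without 18 °C replicate 1 (adjusted p = 0.0327), 18 °C replicate 2 (adjusted p = 0.00212) or 28 °C replicate 2 (adjusted p = 1.06e-04). The direction was lower without 18 °C replicate 5 (adjusted p = 0.791, median −0.15) or 28 °C replicate 5 (adjusted p = 0.405, median −0.13). Per library, the mean log2 CPM of mature minus that of immature genes was 2.25 ± 0.40 (SD, n = 5) at 28 °C and 2.85 ± 0.58 (SD, n = 6) at 18 °C, a difference of 0.60 that did not pass a two-sided exact permutation test (p = 0.0866). Without 18 °C replicate 2 the exact permutation p was 0.00794, and without 18 °C replicate 4 it was 0.159. This difference followed the share of reads of a gene that overlaps ribosomal RNA (Spearman 0.718 over the libraries). The share was itself higher at 18 °C by 1.14 (log2, exact permutation p = 0.0563), and within the temperature groups its correlation was 0.586 with the difference, 0.326 with the mature and −0.292 with the immature score. With that share as a covariate, chosen after the data were seen, Myh4, Mybpc2 and Actn3 had 0.21, 0.25 and 0.13, the immature muscle median was −0.35 (adjusted p = 0.00341), and the call on the study's contraction genes was lost (adjusted p = 0.0603, median −0.43). The contraction call was lost without 28 °C replicate 2 (adjusted p = 0.678, median −0.10), 28 °C replicate 4 (adjusted p = 0.0666, median −0.17) or 18 °C replicate 1 (adjusted p = 0.153), or with the trophoblast score as a covariate (adjusted p = 0.640), and its median was −0.44 without 28 °C replicate 5. The call on the study's contraction genes was lost in 7 of 11 fits without 1 library, those without 28 °C replicate 2 (adjusted p = 0.477), 3 (0.0572) or 4 (0.0653) or 18 °C replicate 1 (0.174), 2 (0.162), 4 (0.110) or 6 (0.0919). From the lower expression of MyoD1 target genes, the paper proposes that maternal cold favors brown fat formation over the muscle lineage in shared progenitors. Counts of whole tissue cannot tell such a change from differing amounts of muscle in the libraries, which was not tested. The immature muscle score was 5.26 in the removed 28 °C replicate 1 and 2.75 ± 0.67 (SD, n = 5) in the others of its group.

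**Figure D2:**
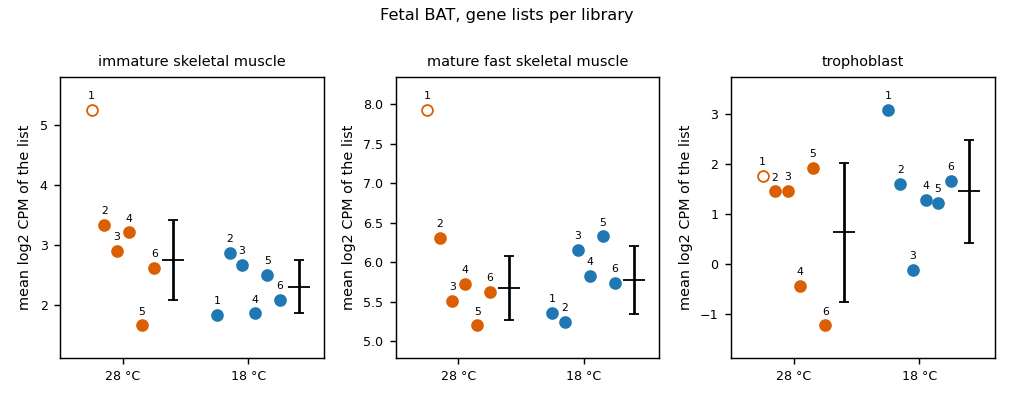
Mean log2 CPM of immature skeletal muscle, mature fast skeletal muscle and trophoblast genes (vertical axes) in each fetal BAT library at 28 °C (orange) and 18 °C (blue), numbered by replicate, with the mean and SD in black. The open circle is 28 °C replicate 1, which is not in the mean. That library lies at 5.26 for the immature list, and the trophoblast scores spread most within each temperature.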

Notably, the majority of genes contributing to *muscle contraction* and gene-targets of *MyoD1* transcription factor was downregulated in maternal cold-exposed fetal BAT samples. Decreased expression of 8 out of the 14 genes in fetal BAT samples was further confirmed by quantitative qPCR analysis (Fig. 4C). MyoD1 has been shown to be a key molecular inhibitor of brown adipocyte development [22]. Expression of MyoD in brown preadipocytes suppresses adipogenesis, whereas loss of MyoD in myoblasts promotes brown adipogenic differentiation [22]. Thus, downregulation of MyoD-target genes in 18 °C fetal BAT likely suggest that maternal cold exposure enhances brown adipogenesis in fetal BAT by suppressing the myogenic lineage in bidirectional progenitors that give rise to both brown adipocytes and myoblasts. 

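Fatty acid and triglyceride synthesis was higher in 18 °C fetal BAT: 25 of 26 genes lay above 0, with a median log2 fold change of 0.33 (adjusted p = 1.30e-11 from camera, adjusted p = 0.415 with an estimated correlation). Elovl3, an elongase of very long chain fatty acids that is induced by cold in brown fat, lies on chromosome 19 of GRCm38 from 46131897 to 46135694. It was at 4.41 ± 1.77 CPM (SD, n = 5) at 28 °C and 12.0 ± 5.74 CPM (SD, n = 6) at 18 °C, a log2 fold change of 1.43 (standard error 0.34, adjusted p = 0.921 from edgeR over all genes), above every 28 °C library in 5 of 6 libraries. Me1, the malic enzyme that supplies NADPH for lipid synthesis, lies on chromosome 9 from 86581371 to 86695953 and was at 53.4 ± 7.85 CPM (SD, n = 5) at 28 °C and 91.0 ± 27.2 CPM (SD, n = 6) at 18 °C, a log2 fold change of 0.77 (standard error 0.21). Acaca, the rate-limiting acetyl-CoA carboxylase, had 0.66 (standard error 0.22) and Fasn, fatty acid synthase, had 0.78 (standard error 0.33). No gene of the list passed over all genes tested, and 2 passed when adjusted over the list alone, Elovl3 (adjusted p = 0.0216) and Me1 (adjusted p = 0.0267). The list holds genes of the paper's figure, these among them, so its result is not independent evidence. Of the 9 fatty acid genes in the paper's figure, 8 lay above 0 and 7 passed when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries (median 0.67, camera adjusted p = 2.47e-09, adjusted p = 0.317 with an estimated correlation). The exception was Tecrl, with −0.63 (standard error 0.35). Brown adipocyte identity and thermogenesis genes were also higher, with a median of 0.14 and 18 of 22 genes above 0 (adjusted p = 0.00538, adjusted p = 0.431 with an estimated correlation). Of these genes none passed over all genes tested and 1, Elovl3, passed when adjusted over the list alone. Ucp1, the thermogenic uncoupling protein, had 0.70 (standard error 0.31) and was above every 28 °C library in 5 of 6 libraries. The adipocyte genes Pparg and Fabp4 had 0.02 (standard error 0.14) and 0.18 (standard error 0.26). With the share of rRNA-overlapping reads as a covariate, chosen after the data were seen, the median of fatty acid and triglyceride synthesis was 0.20 (adjusted p = 0.00147), Elovl3 and Fasn had 0.91 and 0.37, and the call on brown adipocyte identity was lost (adjusted p = 0.332, median 0.05). In the means per library, the difference in fatty acid and triglyceride synthesis was 0.35 and its two-sided exact permutation p was 0.0628. In the paper, higher expression of fatty acid metabolism genes is read as pointing to more lipid storage in fetal BAT.

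**Figure D3:**
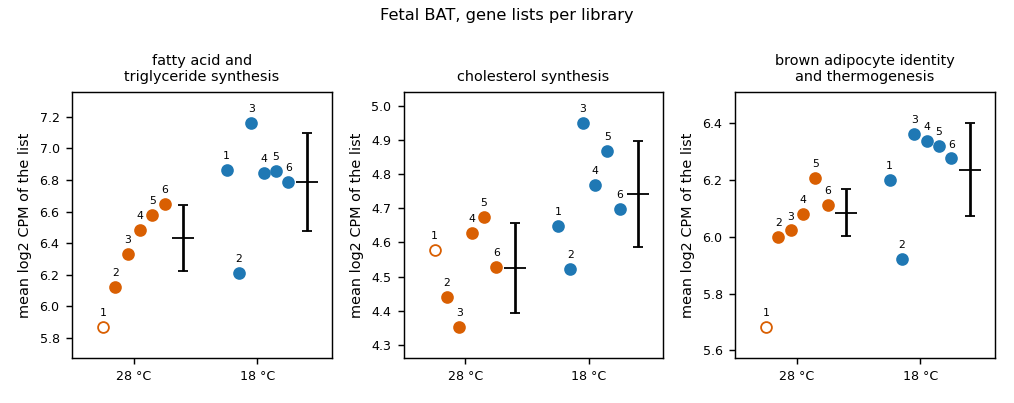
Mean log2 CPM of genes of fatty acid and triglyceride synthesis, cholesterol synthesis, and brown adipocyte identity and thermogenesis (vertical axes) in each fetal BAT library at 28 °C (orange) and 18 °C (blue), numbered by replicate, with the mean and SD in black. The open circle is 28 °C replicate 1, which is not in the mean. For fatty acid and triglyceride synthesis, 18 °C replicate 2 lies at 6.21 and the other 18 °C libraries lie between 6.79 and 7.16.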

In line with this, gene members of *fatty acid metabolism* pathway were selectively upregulated in 18 °C fetal BAT compared to 28 °C fetal BAT (Fig. 4B), suggestive of enhanced lipid storage in fetal BAT during maternal cold exposure. Increased expression of 4 out of the 7 genes in fetal BAT samples was further confirmed by quantitative qPCR analysis (Fig. 4D). However, we did not detect a significant increase in Ucp1 gene expression by maternal cold exposure (Fig. 4D). This may be due to no demand for fetal BAT thermogenesis in thermally stable intrauterine environment. Ucp1 gene expression is highly responsive to cold and markedly upregulated within several minutes of cold exposure [23]. Expression of adipogenic genes, Pparg and Fabp4, was not different in fetal BAT between the groups (Fig. 4D).

**Fig. 4:**
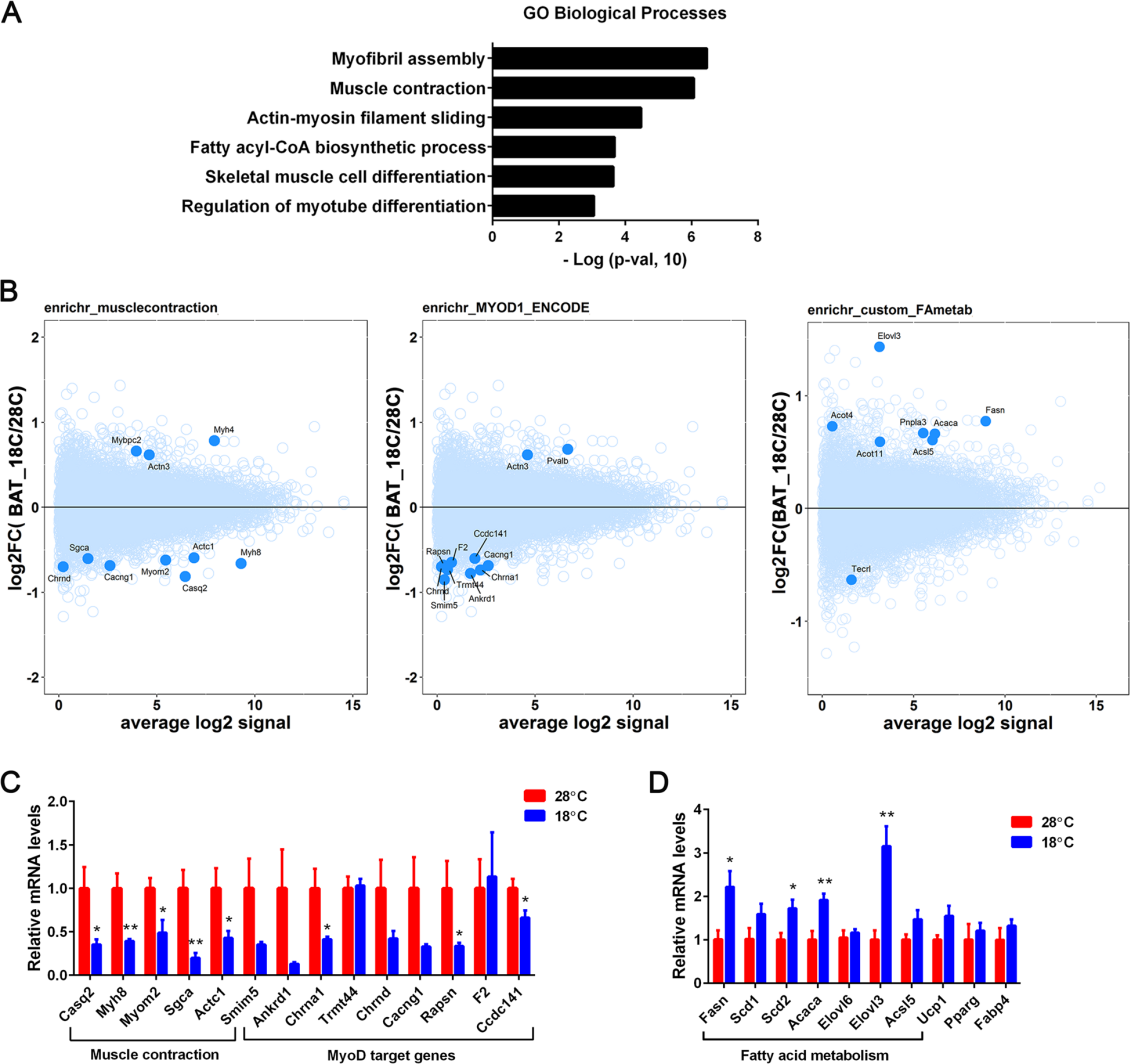
Pathways enriched in differentially regulated genes in maternally cold-exposed fetal BAT. (**A**) Gene ontology (GO) analysis. 230 differentially regulated fetal BAT genes with a nominal *p*-value ≤0.01 and absolute fold-change ≥1.5 (18 °C vs 28 °C) were used as input for Enrichr. (**B**) MA plot analysis. Pathway genes are shown in blue and non-pathway genes shown in cyan. (**C**, **D**) Quantitative real-time PCR analysis of 28 °C- and 18 °C-fetal BAT samples (*n* = 6 per group). Data are presented as the mean ± SEM. *P < 0.05, **P < 0.01 determined by Student’s *t* test

### Differential gene expression analysis of the placenta

An analogous pathway enrichment analysis via GSEA of placental samples revealed that 8 pathways were upregulated and 3 pathways were downregulated in 18 °C placental samples compared to 28 °C placental samples (Supplementary Table 2). 

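In 18 °C placenta, camera at its preset correlation called genes of mature skeletal muscle lower as a group. It called genes of macrophages, neutrophils, complement and the uterine epithelium higher. Of 46 lists tested with camera, each against all other genes measured, 8 were called higher and 8 lower at the preset correlation, and none with an estimated correlation (smallest adjusted p = 0.404). Of 100 splits of the libraries, the real one included, 33 called at least 16 lists, so chance is not excluded for this number. The highest median was that of uterine epithelium genes, which mark the maternal endometrium: 2.01 over 14 genes, all above 0 (adjusted p = 5.35e-09, adjusted p = 0.404 with an estimated correlation). Prap1, a secreted protein of the uterine epithelium in pregnancy, was at 12.0 ± 5.98 CPM (SD, n = 6) at 28 °C and 271 ± 549 CPM (SD, n = 6) at 18 °C, where replicate 4 alone had 1384 CPM. None passed over all genes tested and 13 passed when adjusted over the list alone. The members of this list are in the paper's Supplementary Table 1, so it is not independent evidence, and 14 further uterine epithelium genes had a median of 0.03 (adjusted p = 0.578). The median was 0.81 without 18 °C replicate 4 and 0.47 without 18 °C replicates 4 and 5.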

Top 5 upregulated and top 2 downregulated pathways are listed in Fig. 5A. These encompass a variety of functions including *antigen processing and presentation*, *complement and coagulation cascades*, *proteasome, oxidative phosphorylation*, *ERBB signaling pathway*, etc. A comparison of the significant pathways in fetal BAT and placenta identified some interesting similarities and differences. The *proteasome* pathway was upregulated upon maternal cold exposure in both fetal BAT and placenta samples. 

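Proteasome genes were shifted upwards by small amounts in both tissues. In placenta 33 of 41 genes lay above 0, with a median log2 fold change of 0.06 (adjusted p = 0.00247 from camera, adjusted p = 0.404 with an estimated correlation). Pomp, the chaperone of proteasome assembly, had 0.32 (standard error 0.11), and Psmb10, a subunit of the immunoproteasome, had 0.23 (standard error 0.09). In fetal BAT 31 of 41 genes lay above 0, with a median of 0.10 (adjusted p = 0.0394, adjusted p = 0.474 with an estimated correlation). There Psmd14, a deubiquitinase of the proteasome lid, had 0.26 (standard error 0.11), and Psma5, a subunit of the core, had −0.30 (standard error 0.13). No gene passed over all genes tested, and 0 passed when adjusted over the list alone in either tissue. The call in fetal BAT was lost without 28 °C replicate 5 (adjusted p = 0.0888) or 6 (0.176), without 18 °C replicate 2 (0.0785), 4 (0.0929), 5 (0.187) or 6 (0.0871), and with the trophoblast score as a covariate (0.0927), and the placental median was 0.09 without 28 °C replicate 4. The difference between the tissues did not pass its test (adjusted p = 0.899).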

The *ERBB signaling* pathway was downregulated by maternal cold exposure in both fetal BAT and placenta samples. However, both the *complement and coagulation cascades* and *oxidative phosphorylation* pathways were oppositely regulated in the fetal BAT and placental samples. 

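In placenta 53 of 74 genes of ErbB signaling lay below 0, with a median log2 fold change of −0.05 that did not pass (adjusted p = 0.0507 from camera). Mapk8, a stress-activated kinase, had −0.17 (standard error 0.06), Plcg1, a phospholipase that receptors activate, had −0.18 (standard error 0.07), and Cdkn1b, an inhibitor of the cell cycle, had 0.19 (standard error 0.08). No member passed over all genes tested, and 0 passed when adjusted over the list alone. The list was called lower without 28 °C replicate 2 (adjusted p = 0.0469), 3 (0.0435) or 6 (0.0498) or 18 °C replicate 5 (0.0263), and its highest adjusted p without 1 library was 0.171, without 18 °C replicate 6 (median −0.03). The shift did not differ between placenta and fetal BAT by the test of the difference (adjusted p = 0.840).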

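By camera at the preset correlation, the 18 °C effect on complement and coagulation genes differed between the tissues, as did that on oxidative phosphorylation. Neither difference passed with an estimated correlation. Of 100 splits of the libraries, the real one included, 21 called at least 3 of the lists that the paper compares between tissues, as the real one did. For complement and coagulation, the log2 fold change in placenta minus that in fetal BAT had a median of 0.28 (adjusted p = 5.91e-04 from camera, adjusted p = 0.586 with an estimated correlation). In fetal BAT 36 of 42 genes lay below 0, with a median of −0.13 (adjusted p = 0.00929, adjusted p = 0.474 with an estimated correlation), and Pros1, the anticoagulant protein S, had −0.34 (standard error 0.11). In placenta 36 of 60 lay above 0, with a median of 0.09 that did not pass (adjusted p = 0.133). For oxidative phosphorylation, the difference had a median of −0.11 (adjusted p = 0.00487, adjusted p = 0.725 with an estimated correlation). In placenta 49 of 84 genes lay below 0, with a median of −0.02 that did not pass (adjusted p = 0.133). Uqcrc1, a core subunit of complex III, had −0.22 (standard error 0.07) there, and Ndufb4, of complex I, had 0.23 (standard error 0.07). No gene passed over all genes tested or adjusted over the list alone in either tissue.
Across the libraries, the difference in complement and coagulation was lost without 28 °C fetal BAT replicate 5 (adjusted p = 0.0653), and that in oxidative phosphorylation without 28 °C fetal BAT replicate 2 (0.0673) or 18 °C fetal BAT replicate 6 (0.0650). The call on complement and coagulation in fetal BAT was lost without 28 °C replicate 5 (0.0846), 18 °C replicate 2 (0.0813, median −0.08) or 18 °C replicate 3 (0.0540, median −0.09), and with the share of rRNA-overlapping reads as a covariate (0.166, median −0.13). In placenta, complement and coagulation was called higher without 28 °C replicate 2 (0.0469) or 5 (0.0113, median 0.23) or 18 °C replicate 2 (0.00471, median 0.19) or 3 (2.60e-04, median 0.19). It had an adjusted p of 0.909 and a median of 0.00 without 18 °C replicate 4, and medians between 0.02 and 0.05 without 18 °C replicate 1 (0.460), 5 (0.382) or 6 (0.208) or 28 °C replicate 1 (0.135), 3 (0.246), 4 (0.731) or 6 (0.280). Without 18 °C replicates 4 and 5 its direction was lower (0.395, median −0.07). Placental oxidative phosphorylation was called lower without 28 °C replicate 5 (0.0219) or 6 (0.0373) or 18 °C replicate 3 (0.0275) or 6 (0.00119), and its highest adjusted p was 0.677, without 18 °C replicate 5 (median −0.01).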

While the *complement and coagulation cascades* pathway was downregulated in 18 °C fetal BAT and upregulated in 18 °C placenta, the *oxidative phosphorylation* pathway was upregulated in 18 °C fetal BAT but downregulated in the placenta under similar conditions. 

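Genes of macrophages were higher in 18 °C placenta, while genes of antigen processing did not pass their test. Of 24 macrophage genes without those of complement, 21 lay above 0, with a median log2 fold change of 0.26 (adjusted p = 2.47e-05 from camera, adjusted p = 0.404 with an estimated correlation). Csf1r, the receptor of macrophage colony-stimulating factor, had 0.25 (standard error 0.08). Aif1, a marker of activated macrophages, had 0.55 (standard error 0.20). Over all genes tested none passed, and when adjusted over the list alone 1 passed, Ptprc (adjusted p = 0.0158). Of 43 genes of antigen processing and presentation, 31 lay above 0, with a median of 0.11 (adjusted p = 0.138), and none passed over all genes tested or adjusted over the list alone. Tap1, which carries peptides to MHC class I, had 0.16 (standard error 0.09). The class II genes H2-Eb1 and Cd74 had 0.54 (standard error 0.32) and 0.58 (standard error 0.35), and the 9 class II genes had a median of 0.36 (adjusted p = 0.186). The antigen list was called higher without 18 °C replicate 6 (adjusted p = 0.0282), and the class II list without 18 °C replicate 5 (adjusted p = 0.0211). Without 18 °C replicate 4 the adjusted p was 0.627 for the antigen list (median 0.07) and 0.964 for the class II list (median 0.08), and without 18 °C replicate 1 the antigen median was 0.07 (adjusted p = 0.214).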

The MA plots in Fig. 5B show the distribution of pathway vs. non-pathway gene expression for two pathways related to immune function that are activated by maternal cold exposure.

**Fig. 5:**
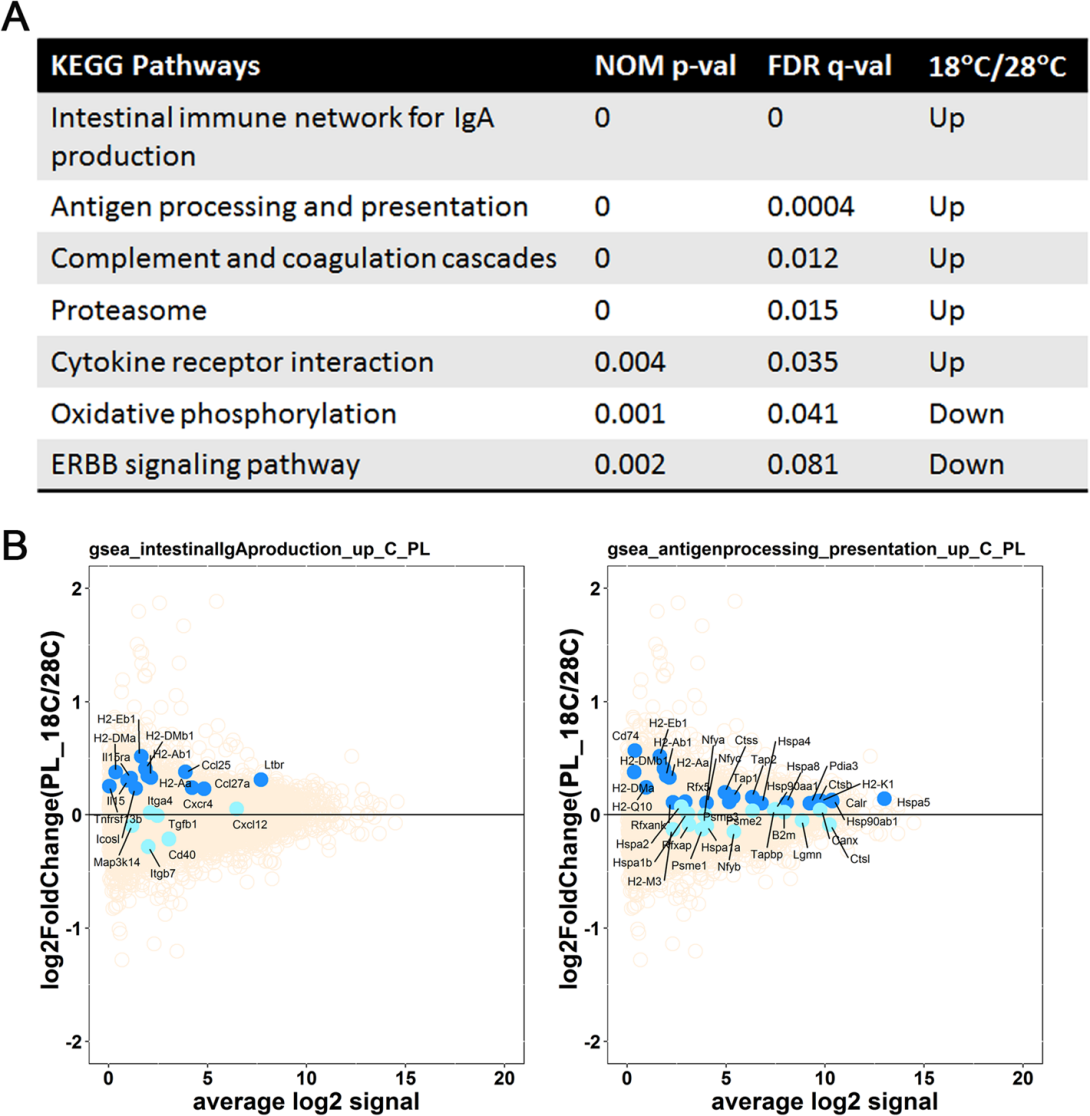
Effect of maternal cold exposure on placental gene expression. (**A**) Gene set enrichment analysis (GSEA) showing the pathways enriched in upregulated and downregulated genes in the placenta in a cold-dependent manner. (**B**) Mean-average (MA) plot analysis. Non-pathway genes are shown in tan, pathway genes contributing to pathway enrichment are shown in blue, and pathway genes not contributing to pathway enrichment are shown in cyan

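At a nominal p of at most 0.05, 1236 genes differed in placenta by edgeR's quasi-likelihood test, 662 higher and 574 lower at 18 °C. Lists over-represented among the higher genes were those of uterine epithelium, neutrophils, macrophages, interferon response and the complement genes that the study lists, and among the lower genes those of mature fast skeletal muscle, skeletal muscle contraction and the muscle genes that the study lists (Fisher's exact test, 8 lists in all). The study's own lists are not independent evidence. Neutrophil genes had a median log2 fold change of 0.53, with Ngp, a granule protein, at 1.85 (standard error 0.54) and S100a9, a calcium-binding alarmin, at 0.55 (standard error 0.17). At a nominal p of at most 0.01 there were 251 genes, 140 of them higher, and 1 list was over-represented, uterine epithelium, with 7 of its 14 genes (adjusted p = 1.24e-09). That list is not independent evidence either, since its members are in the paper's Supplementary Table 1, and of the 14 uterine epithelium genes outside that table 1 was among the higher genes (adjusted p = 0.730). The count of 251 was 165 without 28 °C replicate 1 and 378 without 18 °C replicate 2, and the neutrophil median was 0.20 without 18 °C replicate 1.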

Enrichr based pathway over-representation analysis of 302 differentially expressed placental genes (nominal *p*-value ≤0.05) identified 37 pathways as significant at FDR < 0.1 (Supplementary Tables 3 and 4). Top 6 significantly regulated pathways in placental samples are shown in Fig. 6A and represent diverse functions such as *muscle contraction*, *actin-myosin filament sliding, prostaglandin biosynthesis*, *regulation of complement activation,* and *regulation of immune effector processes*. 

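Genes of mature skeletal muscle were lower in 18 °C placenta. All 21 genes of mature fast fibers lay below 0, with a median log2 fold change of −0.40 (adjusted p = 1.41e-12 from camera, adjusted p = 0.404 with an estimated correlation), and so did 57 of 61 genes of skeletal muscle contraction, with a median of −0.30 (adjusted p = 3.24e-14, adjusted p = 0.404 with an estimated correlation). Acta1, skeletal muscle actin, lies on chromosome 8 of GRCm38 from 123891769 to 123894751. It was at 322 ± 52.0 CPM (SD, n = 6) at 28 °C and 242 ± 80.5 CPM (SD, n = 6) at 18 °C, a log2 fold change of −0.41 (standard error 0.18, adjusted p = 0.613 from edgeR), below every 28 °C library in 4 of 6 libraries. Klhl41, which stabilizes sarcomeres, had −0.57 (standard error 0.19), and Ampd1, the AMP deaminase of muscle, had −0.55 (standard error 0.18). Immature muscle genes had a median of −0.03 (adjusted p = 0.995 from camera). Of these 25 genes 12 could be tested, and Myh8 was at 2.11 CPM in 28 °C placenta with all libraries scaled together. Smooth muscle genes, which mark vessel walls, had a median of 0.22 with 10 of 14 genes above 0 (adjusted p = 0.293). Of the 12 muscle contraction genes in the paper's figure, 11 lay below 0, with a median of −0.41 (adjusted p = 1.15e-07, adjusted p = 0.404 with an estimated correlation), and P2rx6, an ATP-gated channel, had 0.65 (standard error 0.27). The study chose these genes on these libraries, so they are not independent evidence. The lists of mature fast fibers and of contraction were written after the paper's tables had been seen, so they are not fully independent either. No gene of these lists passed over all genes tested, and 0 passed when adjusted over the list alone. The smooth muscle list was called higher without 18 °C replicate 3 (adjusted p = 0.0181) or 28 °C replicate 5 (0.0103), and lower without 18 °C replicates 4 and 5 (0.0220). Its highest adjusted p without 1 library was 0.775, without 18 °C replicate 5, and its median was −0.10 without 18 °C replicate 4. The genes of mature fast fibers moved together between libraries, with 18 °C replicates 2 and 5 among the 28 °C libraries. Their score followed the share of reads of a gene that overlaps ribosomal RNA (Spearman 0.853 over the 12 libraries), which was 0.427%, 0.401% and 0.371% in 18 °C replicates 1, 3 and 6, 0.942% and 1.12% in replicates 2 and 5, and 0.628% to 0.867% at 28 °C. An exception was 18 °C replicate 4, whose share of 0.746% lay within the 28 °C range while its score of 4.12 was below every 28 °C library (lowest 4.35). With that share as a covariate, chosen after the data were seen, the median of the mature fast genes was −0.25 (adjusted p = 7.27e-08) and that of the contraction list was −0.16 (adjusted p = 3.79e-07). The paper states that genes of muscle contraction were mostly lower in placenta under maternal cold.

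**Figure D4:**
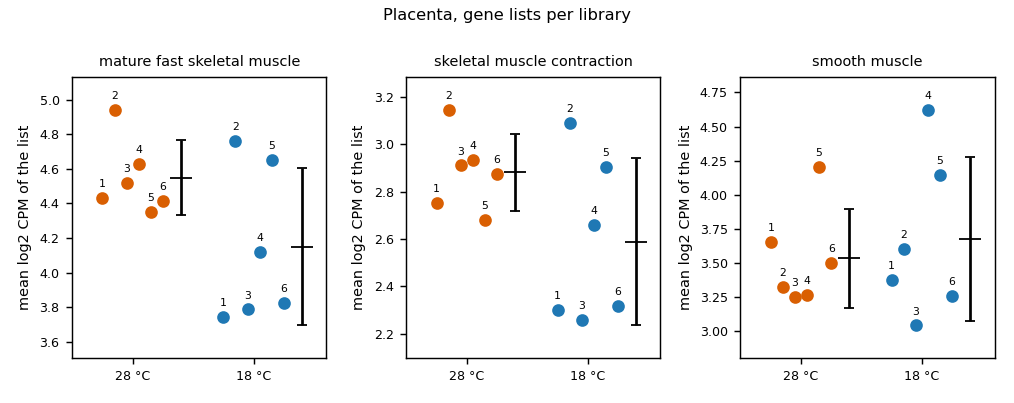
Mean log2 CPM of genes of mature fast skeletal muscle, skeletal muscle contraction and smooth muscle (vertical axes) in each placental library at 28 °C (orange) and 18 °C (blue), numbered by replicate, with the mean and SD in black. For mature fast muscle, 4 of the 18 °C libraries lie below all 28 °C libraries and 18 °C replicates 2 and 5 lie at 4.76 and 4.65.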

MA plots were generated for *muscle contraction* and *regulation of complement activation* pathways, as shown in Fig. 6B and D. Genes contributing to enrichment of the *muscle contraction* pathway were predominantly downregulated in maternal cold-exposed placental samples (Fig. 6B). Decreased expression of 6 out of the 10 genes was further confirmed by quantitative qPCR analysis (Fig. 6C). In contrast, gene-members of the *complement activation* pathway appear to be upregulated in maternal cold-exposed placental samples (Fig. 6D), similar to the upregulation of the *complement and coagulation cascades* pathway in GSEA (Fig. 5A). 

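C3 and C1qa both had higher mean levels in 18 °C placenta, C3 mainly in a single library and C1qa in several. Neither passed over all genes tested. C3, the central component of the cascade, lies on chromosome 17 of GRCm38 from 57203970 to 57228136. It was at 18.5 ± 8.01 CPM (SD, n = 6) at 28 °C and 68.1 ± 113 CPM (SD, n = 6) at 18 °C, a log2 fold change of 1.89 (standard error 0.76, adjusted p = 0.609 from edgeR), and replicate 4 alone had 295.8 CPM. Its regulator Cfh had 1.53 (standard error 0.66). C1qa, a subunit of the C1q recognition complex made by macrophages, lies on chromosome 4 from 136895917 to 136898803. It was at 55.8 ± 10.8 CPM (SD, n = 6) at 28 °C and 85.7 ± 30.1 CPM (SD, n = 6) at 18 °C, a log2 fold change of 0.62 (standard error 0.20), above every 28 °C library in 4 of 6 libraries. Without 18 °C replicates 4 and 5, the libraries with the highest uterine epithelium scores, C3 and Cfh had −0.10 (standard error 0.42) and 0.08 (standard error 0.33), and C1qa had 0.44 (standard error 0.20). C3 is itself in the uterine epithelium list, and these libraries were picked after the values were seen. Leaving them out therefore lowers C3 by the choice itself and does not test its source.
The 9 complement activation genes in the paper's figure all lay above 0, with a median of 0.62 (adjusted p = 2.47e-05 from camera, adjusted p = 0.404 with an estimated correlation). None passed over all genes tested and 2 passed when adjusted over the list alone, Cfp (properdin) and C1qa, which is not independent evidence, as the study chose them on these libraries. The wider complement list, 28 genes, had a median of 0.22 with 20 genes above 0 (adjusted p = 0.0138, adjusted p = 0.732 with an estimated correlation). Its call was lost without 28 °C replicate 4 (adjusted p = 0.215), 18 °C replicate 1 (0.185, median 0.12), 18 °C replicate 4 (0.352, median 0.09) or 18 °C replicates 4 and 5 (0.880, median 0.03). The median of the wider list was 0.34 without 18 °C replicate 2. That of the study's genes was 0.30 without 18 °C replicate 4 and 0.30 without replicates 4 and 5 (adjusted p = 0.0510). The paper states that complement activation genes appear higher in placenta under maternal cold, as the complement pathway is in its gene set analysis.

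**Figure D5:**
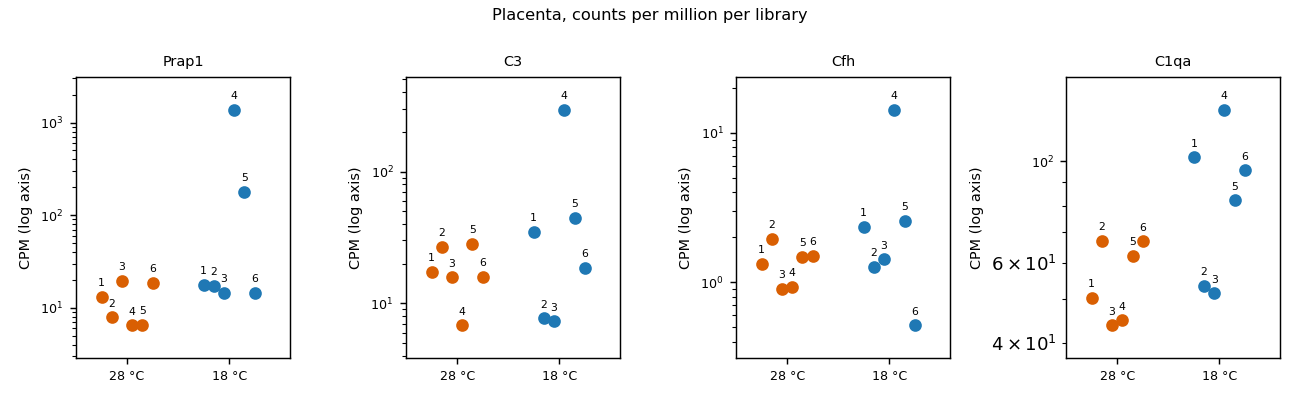
CPM (vertical axes, log scale) of Prap1, C3, Cfh and C1qa in each placental library at 28 °C (orange) and 18 °C (blue), numbered by replicate. The highest library for C3 and Prap1 is 18 °C replicate 4, at 295.8 and 1384 CPM.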

Increased expression of 4 out of the 8 genes involved in the *complement activation* pathway was further confirmed by quantitative qPCR analysis (Fig. 6E).

**Fig. 6:**
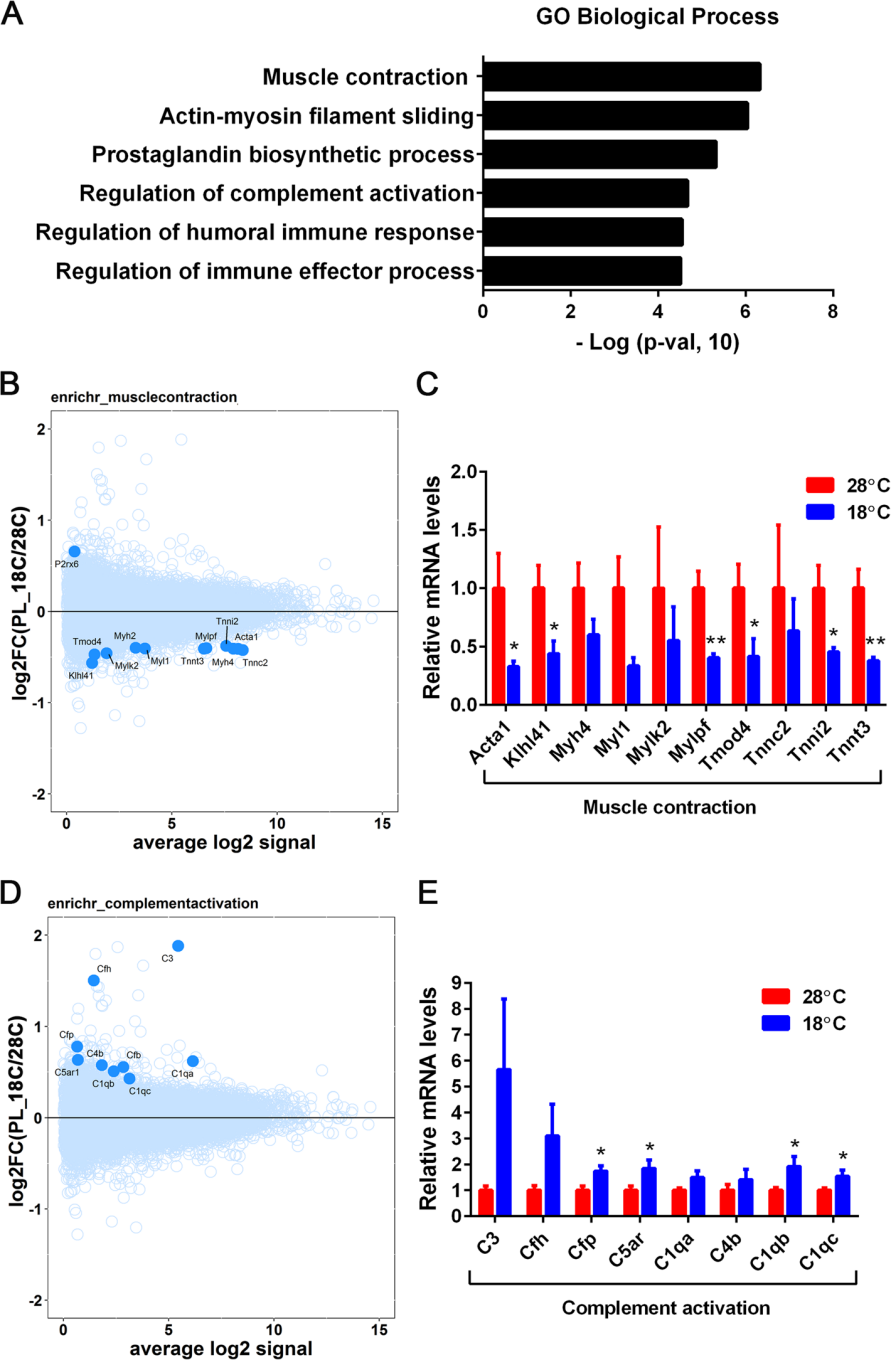
Pathways enriched in differentially regulated genes in maternally cold-exposed placenta. (**A**) Gene ontology (GO) analysis. 302 differentially regulated placental genes with a nominal p-value ≤0.05 (18 °C vs 28 °C) were used as input for Enrichr. (**B**, **D**) MA plot analysis. Pathway genes are shown in blue and non-pathway genes shown in cyan. (**C**, **E**) Quantitative real-time PCR analysis of 28 °C- and 18 °C-placental samples (n = 6 per group). Data are presented as the mean ± SEM. *P < 0.05 determined by Student’s *t* test

## Discussion

Female mice exposed to 18 °C during gestation activated BAT thermogenesis as evidenced by a marked increase in Ucp1 gene expression in maternal BAT. Our transcriptome analyses of placenta and fetal BAT further showed that environmental cold temperature sensed by the mother signals to the fetus and influences fetal brown adipogenesis. Maternal cold exposure was associated with substantial downregulation of myogenic genes and upregulation of genes involved in de novo lipogenesis and lipid metabolism in fetal BAT. A recent study by Son et al. highlighted that maternal exercise releases a muscle-secreted exerkine apelin, which in turn enhances fetal brown adipogenesis by inducing DNA hypomethylation in the Prdm16 promoter [24]. Given that cold-activated BAT secretes a number of batokines that regulate BAT itself or act on other organs by paracrine and endocrine mechanisms [25, 26], it would be interesting to determine if maternal batokine(s) secreted from cold-activated BAT to fetal circulation plays a role in brown adipogenesis in fetal BAT. Fatty acids mobilized from lipid droplets are a primary energy source for UCP1-mediated thermogenesis in BAT [2, 27]. Cold-dependent upregulation of lipogenic gene expression in fetal BAT may thus be a strategy for storing fat that can be immediately used by neonates for UCP1-mediated thermogenesis after birth. Further studies will be required to determine if cold-dependent changes in fetal BAT gene expression influence BAT thermogenic capacity of offspring.

Cold exposure of pregnant mice during gestation induced increased expression of genes involved in complement activation in the placenta. Exposure of pregnant rats to cold (4 °C) during late pregnancy has been shown to increase plasma corticosterone levels [28] and induce inflammation and apoptosis in the placenta [29]. The complement system, which is an integral part of innate immunity [30], is important for normal placentation [31] and plays a role in facilitating phagocytosis for clearance of placenta-derived particles and apoptotic cells [32]. Further investigation will be required to determine if increased expression of genes involved in the complement system is an adaptive response to protect the placenta against cold stress-induced inflammatory damage.

Maternal cold exposure also induced downregulation of genes involved in muscle contraction and actin-myosin filament sliding in the placenta. Vascular smooth muscle cells in the medial layer of the vessel wall play a pivotal role in regulating the contraction and dilation of the vasculature [33]. Human placental villi have also been shown to possess extravascular myofibroblasts and smooth muscle cells that express non-muscle-type isoforms of contractile proteins [34–36]. Longitudinal contraction and relaxation of both the vascular smooth muscle cells and extravascular myofibroblasts and smooth muscle cells running longitudinally along the fetal vessels of the placental villi are suggested to regulate the intervillous volume, maternal perfusion, and fetal villous blood flow [34]. Murine uteroplacental and fetoplacental arteries have contraction and relaxation properties, responding to vasoactive agents [37], although the presence of extravascular myofibroblasts and smooth muscle cells in the murine placenta remains to be determined. Further studies will be required to investigate if cold-dependent downregulation of genes involved in muscle contraction and actin-myosin filament sliding in the placenta influences fetal villous blood flow.

Compelling evidence from both animal models and humans has demonstrated sex-dependent structural, functional and transcriptional differences in the placenta [38]. Fetal sex was not determined in the current study. Given the presence of sexual dimorphism in BAT mass and function in adult rodents and humans [39], fetal sex will need to be considered in future studies into fetal BAT development.

## Conclusions

In summary, our findings using an unbiased high-throughput RNA-seq approach provide evidence that maternal cold exposure can modulate the transcriptome of placental and fetal BAT tissues. The ramifications of the observed gene expression changes warrant future investigation.

## Methods

### Animal studies

C57BL/6 mice were purchased from the Jackson Laboratory (Bar Harbor, ME), housed in standard conditions (22–23 °C; 12-h light/12-h dark cycle), and maintained on a regular chow diet (5001, LabDiet, St. Louis, MO) with ad libitum feeding. For pregnancy experiments, fourteen female mice at 9 weeks of age were randomly divided into two groups and acclimated at near thermoneutrality (28 °C; *n* = 7) or mild cold temperature (18 °C; n = 7) for 1 week prior to mating with males. Mice were monitored by visual inspection of their behavior twice a day to ensure acclimation at mild cold temperature (18 °C). After mating with males, pregnancy was determined by copulatory plug occurrence and assigned the embryonic day 0.5. Pregnant mice were maintained at their respective temperature, monitored for their body weight during pregnancy, and euthanized at E18.5 by carbon dioxide asphyxiation followed by cervical dislocation. After excising the gravid uterus, individual fetoplacental units were dissected free from maternal decidua. Fetuses were immediately euthanized by decapitation, and fetal BAT was collected from the dorsal neck area. These euthanasia methods are in accordance with the established recommendations of the American Veterinary Medical Association (AVMA) Guidelines for the Euthanasia of Animals. All animal care and experimental procedures performed were approved by the Institutional Animal Care and Use Committee of the Pennington Biomedical Research Center. All animal experiment reporting adhered to the ARRIVE guidelines [40]. Measurement of placental and fetal weight was performed blinded to the experimental condition to minimize bias. The number of animals for each group in this study was estimated using a two-sided t-test (G*Power v3.1.9.2) [41] with a power set at 80% and a significance level set at 0.05 for detecting a difference in gene expression between two groups.

### RNA isolation and library preparation

Total RNA from placenta (6 biological replicates per temperature) and fetal BAT (6 biological replicates per temperature generated by pooling BAT from 3 fetuses due to their very small size) samples was isolated using Tri-Reagent (Molecular Research Center) followed by purification on an RNeasy column (Qiagen) with DNase treatment. The quantity and quality of purified RNA were determined using an Agilent 2100 Bioanalyzer, and only samples with a RIN number (RNA integrity number) greater than 7.0 were processed further. The QuantSeq libraries were prepared using Lexogen’s QuantSeq 3′ mRNA-Seq Library Prep Kit for Illumina (Lexogen), according to the QuantSeq User Guide protocol. To reduce bias in sample analysis, RNA isolation and library preparation were performed blinded to the experimental condition. The pooled libraries were then sequenced using the Illumina NextSeq 500 (Illumina). Primary analysis of sequencing reads was performed using the Lexogen Quantseq pipeline V1.8.8 on the Bluebee platform for quality control, mapping, and raw read count tables (https://lexogen.bluebee.com/quantseq/). Sequence reads were aligned to the GRCm38 mouse reference genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/). Library preparation and sequencing were done at the Pennington Biomedical Research Center’s Genomics Core.

### Outlier sample detection

Potential sample outliers were identified via principal components analysis (PCA) using the *prcomp* function in base R. Raw counts obtained from RNA sequencing were variance stabilized and log2 transformed prior to PCA analysis. A scatterplot of the first two principal components (PCs) was generated to visually inspect for outliers. Additionally, a statistical test for outlier detection was performed by calculating whether, for each of the 24 principal components, the absolute PC score of a sample exceeded the median score for all samples by 5 times the median absolute deviation. Based on these criteria, sample RT28BAT.1 was deemed an outlier for PC2, C18BAT.3 was an outlier for PC3, and sample RT28PL.6 was an outlier for PC8. However, since the first 2 PCs captured most of the observed variation in gene expression, we only removed the PC2 outlier sample, RT28BAT.1 from further analysis.

### Transcriptome analysis

Differential gene expression analysis on the RNA sequencing reads was performed via the Empirical Analysis of Digital Gene Expression, or edgeR package in R. Low expressing genes with a sum of < 5 counts per million (cpm) across all samples were filtered out. Raw counts for the remaining genes were adjusted for sequencing library size via the trimmed mean of M-values (TMM) method available in edgeR. Inter-library variation in gene expression (dispersion) was estimated from the normalized gene expression counts based on the negative binomial distribution and empirical Bayes methods. Differential gene expression was identified by fitting a quasi-likelihood negative binomial generalized log-linear model to count data [42]. Analysis of pathway enrichment between 28 °C- and 18 °C-exposed groups was conducted via GSEA-preranked method with no prior gene filtering [43] or via Enrichr [44] by using a pre-filtered list of differentially expressed genes (nominal *p*-value ≤0.01 and absolute fold-change ≥1.5 for fetal BAT samples; nominal *p*-value ≤0.05 for placenta samples). A modified pathway database, containing KEGG as well as user-defined custom pathways, was used for GSEA-preranked analysis. For Enrichr, pathways from KEGG, Wikipathways and Gene Ontology, as well as putative transcription factor target genes from Chipseq studies were queried. Pathways with FDR ≤0.1 were considered significant for GSEA analysis, whereas for Enrichr the pathway significance level was set at an adjusted p-value ≤0.05. Expression of genes within a subset of the significant pathways was visualized via mean-average (MA) plots. Gene expression data (GSM4593259–4593282) have been deposited in the Gene Expression Omnibus (GEO) database with accession number GSE151905 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151905).

### Validation of RNA-Seq results by quantitative real-time PCR

To validate differential expression of genes that are enriched in the biological pathways identified by pathway over-representation analysis of 230 differentially expressed fetal BAT genes (nominal p-value ≤0.05 and absolute fold-change ≥1.5) and 302 differentially expressed placental genes (nominal p-value ≤0.05), we selected top 2 pathways per tissue based on their high significance levels. 1 μg of RNA samples was reverse transcribed using oligo dT primers and M-MLV reverse transcriptase (Promega), and 4 ng of cDNA were amplified by specific primers in 10ul reaction using SYBR Green Supermix (Bio-Rad) on an Applied Biosystems 7900 (Applied Biosystems). For each gene, relative abundance of mRNA was determined after normalization to cyclophilin by the 2^-ΔΔCt^ method.

### Statistical analysis

All bar graphs were created by using the Prism 6 software (GraphPad Software, San Diego, CA, USA) and student *t* test was used to compare the differences between groups. Data are presented as mean ± SEM. Values of *P* < 0.05 were considered statistically significant.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

## Data Availability

The datasets generated and analyzed during the current study (GSM4593259–4593282) have been deposited in the Gene Expression Omnibus (GEO) database with accession number GSE151905 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151905).

## Abbreviations

ACACA: Acetyl-CoA carboxylase alpha
ACC1: Acetyl-CoA carboxylase 1
ACC2: Acetyl-CoA carboxylase 1
ACSL5: Acyl-CoA synthetase long chain family member 5
ACTA1: Actin alpha 1, skeletal muscle
ACTC1: Actin alpha cardiac muscle 1
ADRB3: Adrenoceptor beta 3
ANKRD1: Ankyrin repeat domain 1
C1QA: Complement C1q A chain
C1QB: Complement C1q B chain
C1QC: Complement C1q C chain
C3: Complement C3
C5AR: Complement C5a receptor
CACNG1: Calcium voltage-gated channel auxiliary subunit gamma 1
CASQ2: Calsequestrin 2
CCDCL141: Coiled-coil domain containing 141
CFH: Complement factor H
CFP: Complement factor properdin
CHRNA1: Cholinergic receptor nicotinic alpha 1 subunit
CHRND: Cholinergic receptor nicotinic delta subunit
CPT1B: Carnitine palmitoyltransferase 1B
CPT2: Carnitine palmitoyltransferase 2
DGAT1: Diacylglycerol O-acyltransferase 1
DIO2: Iodothyronine deiodinase 2
ELOVL3: Elongation of very long chain fatty acids protein 3
ELOVL6: Elongation of very long chain fatty acids protein 6
F2: Coagulation factor 2, thrombin
FASN: Fatty acid synthase
GK: Glycerol kinase
KLHL41: Kelch like family member 41
LCAD: Long-chain acyl-CoA dehydrogenase
MCAD: Medium-chain acyl-CoA dehydrogenase
MYH4: Myosin heavy chain 4
MYH8: Myosin heavy chain 8
MYL1: Myosin light chain 1
MYLK2: Myosin light chain kinase 2
MYLPF: Myosin light chain, phosphorylatable, fast skeletal muscle
MYOM2: Myomesin 2
PGC-1α: Peroxisome proliferator-activated receptor gamma coactivator 1-alpha
RAPSN: Receptor associated protein of the synapse
SCAD: Short-chain acyl-CoA dehydrogenase
SCD1: Stearoyl-Coenzyme A desaturase 1
SCD2: Stearoyl-Coenzyme A desaturase 2
SGCA: Sarcoglycan alpha
SMIM5: Small integral membrane protein 5
TMOD4: Tropomodulin 4
TNNC2: Troponin C2, fast skeletal type
TNNI2: Troponin I2, fast skeletal type
TNNT3: Troponin T3, fast skeletal type
TRMT44: tRNA methyltransferase 44 homolog
UCP1: Uncoupling protein 1

How the deposited data were processed for this re-analysis (not part of the article)

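Placental and fetal BAT RNA from dams kept at 28 °C or 18 °C was profiled at embryonic day 18.5 with QuantSeq libraries, 6 per tissue and temperature. The authors mapped the reads to GRCm38 and counted them per Ensembl gene with the Lexogen pipeline on the Bluebee platform. The paper's text does not name the aligner, the counting tool or the annotation release. The files hold these counts and normalized signal values, which the authors made before deposit by dividing the counts by 1 size factor per library from DESeq2 1.18.1 in R 3.4.3. Each signal value times its library's factor gave the count to within 0.000250, so the counts were used. The table holds 18205 genes with at least 72 reads each over 24 libraries, a mean of 3 per library, so a filter on low counts had been applied before deposit. A symbol came with the table for 15018 genes, 3140 more were named from the GRCm38 reference, and 50 are named by their identifier.

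Total counts per library had medians of 20012643 (28 °C placenta), 22737273 (18 °C placenta), 18067688 (28 °C fetal BAT) and 21691120 (18 °C fetal BAT). Over the genes together, libraries of a group differed by more than counting error: for pairs of libraries of the same group, chi-square per degree of freedom was at least 8.92. This value does not show the same for each gene of low counts. Replicate numbers were not used as pairs, since libraries of both temperatures with the same number were not more alike (correlations from −0.371 to 0.181 in fetal BAT and from −0.271 to 0.271 in placenta). The sample records name every placenta as female, but Y-linked counts summed to over 20 CPM in 4 of 6 placental libraries and 5 of 6 fetal BAT libraries at each temperature, so sex was not taken from the records.

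The comparison of 18 °C with 28 °C within each tissue used edgeR 4.0.16 (R 4.3.3) with TMM normalization, its quasi-likelihood test with default settings and Benjamini-Hochberg adjustment over the genes with a CPM sum of at least 5. The 28 °C fetal BAT replicate 1 that the paper removed was left out, and the values with all 12 libraries are among the alternatives. An adjusted p under 0.05 was the threshold. Gene lists were tested with camera from limma 3.58.1 when at least 5 members were measured, and of 1385 list entries 1306 were found in the table. Lists were written from textbook knowledge, and some of their members had been seen in the paper's supplementary tables. The lists called the study's are the genes of its figures. The difference between tissues was tested in 1 fit of 23 libraries over 17193 genes. Per-library list means were compared by two-sided exact permutation tests, whose smallest possible p is 0.00216, and over-representation by two-sided Fisher's exact tests against all genes tested. Principal components were taken from the variance-stabilized counts of DESeq2 1.42.0, centred and not scaled.

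The genes named in the text are the 10 with the smallest p in each direction (none passed the threshold, so all 10 are named as not passing), every gene the paper names in its results and its figures of pathway genes, the 4 members of each described list with the smallest p, and Ucp1, Pparg and Fabp4. The paper's own tables and figures had been seen when this rule was set. The alternatives set in advance were DESeq2, edgeR's likelihood ratio test with a common or a per-gene dispersion and the older quasi-likelihood form, DESeq2 size factors, library size alone, no filter, edgeR's filterByExpr, a filter over both tissues, all groups in 1 fit, the replicate number as a factor, leaving out each library, all 12 fetal BAT libraries, scores of trophoblast, skeletal muscle or uterine epithelium genes as covariates, and for lists an estimated correlation, fry and fgsea 1.28.0. Added after the data were seen were a filter of CPM over 1 in at least as many libraries as the smaller group, alone and with the common or per-gene dispersion, a Y-linked score or the share of reads of the rRNA-overlapping gene ENSMUSG00000098178 as a covariate, leaving out 18 °C placenta replicates 4 and 5, and the permutation test of list means. The splits of the samples were 100 per comparison, the real one included, and the others were drawn with a fixed seed.

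The tests were tried on simulated counts with known changes. At a log2 fold change of 2, the quasi-likelihood test found 97% of the genes set in each tissue. A list shifted by 0.5 had an adjusted p of 5.09e-20 in fetal BAT and 3.80e-24 in placenta from camera. No other list was called, leaving aside the study's fatty acid list, which shares its genes. The simulated genes were drawn independently of each other, so this cannot show how often lists of co-varying genes are called without a change. In the other splits of the real libraries, a median of 12 lists was called in fetal BAT and 13 in placenta. Quantitative PCR, body weights and dam tissue are not in the files and were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.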

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

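Apart from the comparison of smooth with skeletal muscle, the tests of the 3 patterns weighed here were chosen only after the result was seen, and so was leaving out 18 °C placenta replicates 4 and 5.

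In 18 °C placenta, all 21 genes of mature fast skeletal muscle lay lower (adjusted p = 1.41e-12, adjusted p = 0.404 with an estimated correlation), while the immature muscle list showed no shift. The immature list is a weak contrast, since 12 of its 25 genes could be tested. Myog, Myh3 and Myh8 were at 0.368, 0.443 and 2.11 CPM in 28 °C placenta. At such levels counting noise can hide a shift and a correlation between genes. Reads or RNA of fetal BAT as the source are argued against, because the median ratio of placental to fetal BAT CPM was 14.55 times as high for the mature muscle genes (0.339) as for the brown adipocyte list (0.0233), and 144.7 times as high as for Ucp1, Cidea, Car3 and Plin1, picked after their values were seen. The mature muscle genes moved together across the 12 libraries (median correlation 0.882 between genes, 0.883 within the temperature groups, 0.0113 for the immature list), so a candidate explanation is skeletal muscle RNA in differing amounts. The paper's methods describe placentas dissected free of decidua, yet genes of the decidua list had a mean log2 CPM of 5.62 at 28 °C and 5.56 at 18 °C. A technical property of the libraries stays open beside muscle RNA, because the mature muscle score followed the share of rRNA-overlapping reads (Spearman 0.853, and correlation 0.885 within the temperature groups), and with this share as a covariate 63.6% of the median was left, the score difference going from −0.40 (standard error 0.21) to −0.20 (standard error 0.11), while muscle RNA that brings its own share would give the same. Lower expression at 18 °C in cells of the placenta cannot be told apart from differing amounts of muscle RNA, because both lower the mature muscle score (exact permutation p = 0.0844), and lower expression of the smooth muscle, which needs the smooth muscle list to fall where its median was 0.22, stays open only because the shift of 0.449 of its score relative to the skeletal one did not pass (exact permutation p = 0.149).

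Trophoblast genes appeared in all fetal BAT libraries and were higher at 18 °C as a group (median log2 fold change 0.77, adjusted p = 2.10e-10, adjusted p = 0.551 with an estimated correlation, median 0.15 without 18 °C replicate 1), an observation on a list outside those that the paper discusses. A fixed share of placental reads in every library is argued against, because the summed CPM differed 46.8 times between the highest and the lowest of 11 libraries. The genes moved together (median correlation 0.943, 0.941 within the temperature groups) and ranked as in placenta (Spearman 0.986 across 56 genes, which are not independent), so placental RNA in differing amounts, from 0.0270% to 1.26% of the placental level, is a candidate explanation. The most abundant of them, such as Prl3b1, reached 27.9 ± 22.5 CPM (SD, n = 5) at 28 °C and 46.4 ± 42.2 CPM (SD, n = 6) at 18 °C in fetal BAT. Maternal temperature stays open as a cause of the difference in amount (exact permutation p = 0.301).

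The 9 complement genes of the paper's figure were higher in 18 °C placenta, by a mean log2 fold change of 0.84 with all libraries and of 0.27 without 18 °C replicates 4 and 5. C3 is among them and also in the uterine epithelium list, whose scores are highest in those libraries. Part of that drop was therefore fixed by the choice of libraries. No explanation tested is excluded by the tables. Their level followed that of 14 uterine epithelium genes outside the paper's Supplementary Table 1 (Spearman 0.923 across the 12 libraries), so RNA of uterine epithelium in differing amounts is a candidate source, although these 14 genes had a median log2 fold change of only 0.03 (adjusted p = 0.578). More RNA of macrophages could account for part of it and stays open, with a median of 0.262 in the macrophage list without complement genes. Maternal temperature stays open as well (exact permutation p = 0.195).

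Further observations concern 3 single libraries among 56 groups of libraries examined, where chance flags about 1 in 20 groups. For focal adhesion genes, 28 °C fetal BAT replicate 4 stood apart from the other libraries of its group by 0.718 of the group's range. For genes of brown adipocyte identity, 18 °C fetal BAT replicate 2 was lower than the others by 0.632 of the range. Total counts of 28 °C placenta replicate 6 were 30056304, against at most 21341606 in the other libraries of its group, a gap of 0.739 of the range.

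Effects that differed between the tissues by a test of the difference were those on complement and coagulation (adjusted p = 5.91e-04), oxidative phosphorylation (adjusted p = 0.00487) and complement (adjusted p = 0.00517), none of which passed with an estimated correlation (adjusted p = 0.586, 0.725 and 0.645). The difference in complement was lost without 18 °C placenta replicate 4 (adjusted p = 0.111), that in complement and coagulation without 28 °C fetal BAT replicate 5 (0.0653), and that in oxidative phosphorylation without 28 °C fetal BAT replicate 2 (0.0673) or 18 °C fetal BAT replicate 6 (0.0650).

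The library that the paper removed, 28 °C fetal BAT replicate 1, lay above the mean of the other 5 by 2.51 (log2) for immature skeletal muscle genes, by 2.17 for skeletal muscle contraction genes and by 3.35 for keratinocyte genes. Among the lists outside those that the paper discusses, none called with an estimated correlation, those called in fetal BAT include the cell cycle (adjusted p = 0.00319), brown adipocyte identity (0.00538), ribosomal proteins (0.0184), cytokines (0.0353), adipocyte differentiation (0.0353) and mitochondrially encoded transcripts (0.0398). In placenta such lists, again with none called at an estimated correlation, include those of uterine epithelium (adjusted p = 5.35e-09), macrophages (2.47e-05), neutrophils (6.20e-04), interferon response (6.20e-04), immediate early genes (0.00221), erythroid cells (0.00232), adipocyte differentiation (0.00518), hypoxia response (0.00533) and glucocorticoid response (0.0138).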

How the results depend on the processing

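Alternatives chosen only after the data were seen are the CPM filter over 1 with the common or the per-gene dispersion, leaving out 18 °C placenta replicates 4 and 5, the Y-linked score, the share of rRNA-overlapping reads as a covariate and the permutation test of list means. The side of the threshold was kept in 863 of 1032 comparisons of fetal BAT lists with an alternative. For placental lists it was kept in 1008 of 1150. Called lists counted as kept only with the same direction, and directions were not compared where neither fit called the list. Of the comparisons of called lists, 277 of 408 and 319 of 400 kept the call, and 5 and 8 list results reversed. The calls on fatty acid synthesis, cholesterol synthesis and immature muscle in fetal BAT and on the proteasome and skeletal muscle contraction in placenta were kept without any 1 library. Of the named genes, 5 of 88 in fetal BAT and 7 of 82 in placenta changed sign in some alternative. The largest log2 fold change in size that these genes had in the main test was 0.62 in fetal BAT and 3.19 in placenta. None of them changed sign in an alternative that called it, and the main test called 0 genes. The scalings moved the median of all genes by at most 0.04 (log2). Unless stated, the cause of a change was not tested.

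Counts of genes: with the common dispersion the count was 77 in fetal BAT and 171 in placenta, and with the CPM filter over 1 in addition it was 64 and 95. In placenta DESeq2 gave 13 and the per-gene dispersion gave 2, and with the CPM filter over 1 in addition 4 (Tm2d1, Fbxo44, Scn4b and Spin4). All other alternatives gave 0, leaving out each library included. For the difference between tissues DESeq2 gave 3 genes (Fam89a, Mylk3 and Tjp2) and the range without 1 library was 0 to 2 (Me1 and Fam89a, without 18 °C fetal BAT replicate 2). The overlap between tissues was 0 genes at the adjusted threshold and 59 at a nominal p under 0.05, where 53.2 are expected. Lists over-represented at the nominal thresholds, 10 over both tissues, were 33 with the common dispersion and 3 with a placental p of 0.01.

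Counts of called lists were 0 in both tissues with an estimated correlation, with fry and with permutation, and 11 in fetal BAT with fgsea on log2 fold change, against 17 and 16. Where a call was lost, the adjusted p with an estimated correlation, fry and permutation was, in fetal BAT, 0.415, 0.453 and 0.450 for fatty acid synthesis, 0.317, 0.450 and 0.419 for cholesterol synthesis, 0.474, 0.453 and 0.551 for immature muscle, 0.703, 0.747 and 0.860 for muscle contraction, 0.474, 0.453 and 0.777 for complement and coagulation, 0.775, 0.747 and 0.937 for oxidative phosphorylation, and 0.474, 0.453 and 0.660 for the proteasome. In placenta it was 0.404, 0.451 and 0.586 for the proteasome and for muscle contraction, and 0.732, 0.741 and 0.817 for complement. For the differences between tissues an estimated correlation and fry gave 0.586 and 0.604 for complement and coagulation, 0.645 and 0.640 for complement, and 0.725 and 0.604 for oxidative phosphorylation.

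Other adjusted p that crossed the threshold: in fetal BAT, the trophoblast covariate gave 0.0927 for the proteasome and 0.640 for muscle contraction, the replicate number as a factor gave 0.151 for muscle contraction and 0.0480 for focal adhesion, no filter gave 0.0525 and fgsea on log2 fold change 0.174 for the proteasome, all 12 libraries gave 0.0221 for ErbB signaling and 0.00961 for focal adhesion, and fgsea on F gave 0.0483 for ErbB signaling. In placenta, fgsea on F gave 0.0161 for ErbB signaling, 0.0108 for complement and coagulation and 0.0230 for oxidative phosphorylation, and fgsea on log2 fold change gave 9.16e-04 for complement and coagulation and 0.174 for the proteasome. With the share of rRNA-overlapping reads as a covariate, ErbB signaling (0.0478) and complement and coagulation (0.166) in fetal BAT and antigen processing (0.0410) and oxidative phosphorylation (0.00275) in placenta crossed the threshold. Without 18 °C replicates 4 and 5 the values were 0.0497 for ErbB signaling and 0.880 for complement. With the uterine epithelium covariate complement reversed, to a median of −0.08 (0.418), but C3 is in both lists, so this covariate holds part of what it adjusts.

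Ranges without 1 library: in fetal BAT, complement and coagulation 8.29e-04 to 0.0846, oxidative phosphorylation 1.32e-05 to 0.393, the proteasome 0.00955 to 0.187, muscle contraction 2.67e-16 to 0.678, ErbB signaling 0.0427 to 0.217 and focal adhesion 0.0214 to 0.558. In placenta, complement 5.78e-06 to 0.352, complement and coagulation 2.60e-04 to 0.909, antigen processing 0.0282 to 0.627, ErbB signaling 0.0263 to 0.171 and oxidative phosphorylation 0.00119 to 0.677. For the differences between tissues, complement and coagulation 5.70e-06 to 0.0653, complement 5.86e-05 to 0.111 and oxidative phosphorylation 1.77e-06 to 0.0673. The share of variance of the first component was 97.7% for the most variable genes alone and 60.9% with genes scaled, and for these genes 2 libraries lay far out on the second component, 28 °C fetal BAT replicate 6 and 18 °C fetal BAT replicate 1. Genes with fewer than 72 reads over all libraries are outside what these data measure.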

Differences from the paper's values

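The setting that combined the CPM filter with the common dispersion and the covariate of rRNA-overlapping reads were chosen only after the values were seen.

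In fetal BAT, the paper's count of genes at FDR under 0.05 is 67, and edgeR's quasi-likelihood test gave 0. Of the alternatives set before the data were examined, the likelihood ratio test with a common dispersion came within 1.5 times of the paper's count, with 77 genes, and all others gave 0. In placenta the paper's count is 95 and the quasi-likelihood test gave 0. DESeq2 gave 13, the likelihood ratio test gave 2 with a dispersion per gene and 171 with a common one, and all other alternatives set before the data were examined gave 0, so none came within that range. With a filter of CPM over 1 in at least as many libraries as the smaller group, together with the common dispersion, the counts were 64 and 95. This setting was chosen after seeing the values, and it drops 3 of the paper's 67 genes and 0 of its 95. In placenta it thus called the same 95 genes as the paper. Prap1 had the paper's log2 fold change of 4.49068 under it, against 4.47972 by the quasi-likelihood test. The paper's methods name a quasi-likelihood model, which is not the setting that gave its placental genes here. The same filter left 13068 and 13615 genes, as the paper reports. The common dispersion alone called 61 of the paper's 67 genes and 92 of its 95, and DESeq2 called 0 and 4 of them.

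In fetal BAT, the paper's count of genes at a nominal p of at most 0.01 and a fold change of at least 1.5 is 230, and the quasi-likelihood test gave 37. With the common dispersion the count was 304, within 1.5 times of the paper's, and under the other alternatives set before the data were examined it was not. With the filter and common dispersion chosen after seeing the values it was 226, which drops 3 of the 229 genes in the paper's Supplementary Table 4. In placenta, the paper's count at a nominal p of at most 0.05 is 302, and the quasi-likelihood test gave 1236 at that threshold. None of the alternatives set before the data were examined came within 1.5 times of it at that threshold, and 251 genes were found at a nominal p of at most 0.01. The largest p of the placental genes in the paper's Supplementary Table 4 is 0.00999. With the filter and common dispersion, chosen after seeing the values, the counts were 755 at 0.05 and 302 at 0.01, which drops 0 of the paper's 302.

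The second principal component holds about 8.0% of the variance in the paper's Fig. 2A, read by eye, and 2.42% here. With genes scaled to unit variance, set before the data were examined, it held 8.03%, and with log2 CPM it held 2.46%.

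The paper describes ErbB signaling as lower in both tissues, focal adhesion as lower in fetal BAT, complement and coagulation and antigen processing as higher in placenta, and oxidative phosphorylation as lower in placenta. The medians here have the paper's directions, and none passed at an adjusted p of 0.05: −0.04 and −0.05 for ErbB signaling (adjusted p = 0.0942 and 0.0507), −0.05 for focal adhesion (0.138), 0.09 for complement and coagulation (0.133), 0.11 for antigen processing (0.138) and −0.02 for oxidative phosphorylation (0.133). The paper's threshold for these pathways is an FDR of 0.1, at which both ErbB results pass here as in the paper, and the other results do not pass. With fgsea on F, ErbB signaling in both tissues (0.0483 and 0.0161) and complement and coagulation (0.0108) and oxidative phosphorylation (0.0230) in placenta passed, and with all 12 libraries focal adhesion (0.00961) passed in fetal BAT. Antigen processing passed without 18 °C placenta replicate 6 (0.0282). With the share of rRNA-overlapping reads as a covariate, chosen after seeing the values, ErbB signaling in fetal BAT (0.0478) and antigen processing (0.0410) and oxidative phosphorylation (0.00275) in placenta passed, and the fetal BAT call on complement and coagulation, which the paper makes as well, was dropped (0.166). The lists here were written by hand and are not the paper's KEGG lists.

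The paper's rule for outlying libraries names 1 fetal BAT library on the third component and 1 placental library on the eighth. The same rule here named none on either, and it named the same library as the paper on the second. The 49 log2 fold changes of genes in the paper's figures were compared one by one and 0 differed by more than the standard error, and all 229 and 302 genes of Supplementary Table 4 had the paper's direction.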

Other observations

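The tests of other splits for the quasi-likelihood counts and the covariate of rRNA-overlapping reads were chosen only after the result was seen.

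Proliferation and blood cell genes also moved as groups. In 18 °C fetal BAT, 44 of 57 cell cycle genes lay above 0, with a median log2 fold change of 0.14 (adjusted p = 0.00319 from camera, adjusted p = 0.684 with an estimated correlation), among them Ccne1, the cyclin of S phase entry, with 0.47 (standard error 0.17), and Nusap1, a spindle protein, with 0.45 (standard error 0.16). The call was lost without 18 °C replicate 2 (adjusted p = 0.966, median 0.01) or 28 °C replicate 6 (adjusted p = 0.127). Genes of adipocyte differentiation had a median of 0.12, with 16 of 20 above 0 (adjusted p = 0.0353, adjusted p = 0.551 with an estimated correlation). Plin1, which coats lipid droplets, had 0.33 (standard error 0.11), and Slc2a4, the insulin-responsive glucose transporter, had 0.31 (standard error 0.12). That call was lost without 28 °C replicate 2 (adjusted p = 0.169), 4 (0.0505) or 5 (0.0742) or 18 °C replicate 1 (0.134), 3 (0.0631), 4 (0.112) or 5 (0.0929), and the median was 0.22 without 18 °C replicate 2 and 0.08 without 28 °C replicate 4. Of 80 genes of ribosomal proteins, 52 lay below 0, with a median of −0.04 (adjusted p = 0.0184, adjusted p = 0.703 with an estimated correlation). That call was lost without 18 °C replicate 1 (median −0.01) or 3 (0.510, median 0.01) or 28 °C replicate 3 (0.180, median −0.02) or 4 (0.359, median 0.00), and reversed with the share of rRNA-overlapping reads as a covariate (0.269, median 0.05). Its median was −0.10 without 18 °C replicate 6, −0.07 without 28 °C replicate 5 and −0.09 without 28 °C replicate 6. The 8 mitochondrially encoded transcripts had a median of −0.22 (adjusted p = 0.0398, adjusted p = 0.474 with an estimated correlation) and were not called without 28 °C replicate 3 (0.132), 4 (0.0682) or 6 (0.137) or 18 °C replicate 1 (0.234), 2 (0.0989), 3 (0.0744) or 5 (0.0526).

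In 18 °C placenta, all 15 erythroid genes lay above 0, with a median of 0.45 (adjusted p = 0.00232, adjusted p = 0.681 with an estimated correlation). Alas2, which starts heme synthesis in red cells, had 0.45 (standard error 0.22), and without 18 °C replicate 2 the list was not called (adjusted p = 0.756, median 0.05). Interferon response genes had a median of 0.19 with 13 of 15 above 0 (adjusted p = 6.20e-04, adjusted p = 0.485 with an estimated correlation), and Isg15, a ubiquitin-like antiviral protein, had 0.38 (standard error 0.10) and passed when adjusted over the list alone (adjusted p = 0.0303). The median was 0.10 without 18 °C replicate 4, and the list was not called without replicates 4 and 5 (adjusted p = 0.0948). Genes of the hypoxia response had a median of −0.16 with 12 of 14 below 0 (adjusted p = 0.00533, adjusted p = 0.485 with an estimated correlation), and Bnip3, which acts in mitophagy, had −0.18 (standard error 0.08). The call was lost without 28 °C replicate 2 (0.0584) or 3 (0.0670) or 18 °C replicate 4 (0.102, median −0.09) or 5 (0.0665, median −0.09), or without both (0.686, median −0.03). Immediate early genes had a median of −0.10, and of −0.17 without 18 °C replicates 4 and 5 (adjusted p = 0.00221 with all libraries, adjusted p = 0.404 with an estimated correlation), and Dusp1, a phosphatase of stress kinases, had −0.28 (standard error 0.07) and passed when adjusted over the list alone (adjusted p = 0.0267). The glucocorticoid response list, 13 genes with 10 below 0, had a median of −0.08 (adjusted p = 0.0138, adjusted p = 0.404 with an estimated correlation), and its call was lost without 28 °C replicate 2 (0.0998) or 5 (0.0522). Its median was −0.14 without 18 °C replicate 2 and −0.13 without 28 °C replicate 1. Of 18 genes of adipocyte differentiation, 17 lay below 0, with a median of −0.15 (adjusted p = 0.00518, adjusted p = 0.404 with an estimated correlation). This call was lost without 28 °C replicate 2 (0.0855, median −0.09), and the median was −0.25 without 18 °C replicate 1 and −0.10 without 18 °C replicate 3.

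No gene differed in its 18 °C effect between the tissues by edgeR's quasi-likelihood test of 17193 genes (0 at an adjusted p under 0.05, 1219 at an unadjusted p under 0.05, and 3 by DESeq2). Lists whose effect differed include fatty acid synthesis (median −0.44, adjusted p = 5.72e-08, adjusted p = 0.475 with an estimated correlation) and macrophages (median 0.33, adjusted p = 3.18e-05, adjusted p = 0.475 with an estimated correlation). Of genes at a nominal p under 0.05, 59 were shared by the tissues where 53.2 are expected (Fisher's exact test, p = 0.380), 27 of them in the same direction.

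Splits of the libraries, 100 for each result with the real one included, do not exclude chance for the genes called with a common dispersion or for the called lists. With a common dispersion, 52 of the 100 gave at least the 77 genes of fetal BAT and 44 at least the 171 of placenta, and the highest other split gave 745 and 859. For lists, 18 of the 100 gave at least the 17 of fetal BAT (highest other 24), 33 at least the 16 of placenta (highest other 25), and 21 at least the 3 of the 5 compared between tissues (highest other 4). The 0 genes of the quasi-likelihood test are reached by every split (100, 100 and 100), so the splits decide nothing about them, and the highest other split gave 1 gene in fetal BAT, 134 in placenta and 349 for the difference between tissues. Splits that call several times the real count point to a structure of the samples, which was not tested, and the common dispersion also called 114 and 195 unchanged genes on simulated counts without any such structure.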
